# Loss of TET2 increases B-1 cell number and IgM production while limiting CDR3 diversity

**DOI:** 10.3389/fimmu.2024.1380641

**Published:** 2024-03-27

**Authors:** Emily Dennis, Maria Murach, Cassidy M.R. Blackburn, Melissa Marshall, Katherine Root, Tanyaporn Pattarabanjird, Justine Deroissart, Loren D. Erickson, Christoph J. Binder, Stefan Bekiranov, Coleen A. McNamara

**Keywords:** innate B cells, B-1 cells, ten-eleven translocation-2 (TET2), natural antibodies (Nab), immunoglobulin M (IgM), B cell receptor (BCR), complementarity-determining region-3 (CDR3)

## Abstract

Recent studies have demonstrated a role for Ten-Eleven Translocation-2 (TET2), an epigenetic modulator, in regulating germinal center formation and plasma cell differentiation in B-2 cells, yet the role of TET2 in regulating B-1 cells is largely unknown. Here, B-1 cell subset numbers, IgM production, and gene expression were analyzed in mice with global knockout of TET2 compared to wildtype (WT) controls. Results revealed that TET2-KO mice had elevated numbers of B-1a and B-1b cells in their primary niche, the peritoneal cavity, as well as in the bone marrow (B-1a) and spleen (B-1b). Consistent with this finding, circulating IgM, but not IgG, was elevated in TET2-KO mice compared to WT. Analysis of bulk RNASeq of sort purified peritoneal B-1a and B-1b cells revealed reduced expression of heavy and light chain immunoglobulin genes, predominantly in B-1a cells from TET2-KO mice compared to WT controls. As expected, the expression of IgM transcripts was the most abundant isotype in B-1 cells. Yet, only in B-1a cells there was a significant increase in the proportion of IgM transcripts in TET2-KO mice compared to WT. Analysis of the CDR3 of the BCR revealed an increased abundance of replicated CDR3 sequences in B-1 cells from TET2-KO mice, which was more clearly pronounced in B-1a compared to B-1b cells. V-D-J usage and circos plot analysis of V-J combinations showed enhanced usage of V_H_11 and V_H_12 pairings. Taken together, our study is the first to demonstrate that global loss of TET2 increases B-1 cell number and IgM production and reduces CDR3 diversity, which could impact many biological processes and disease states that are regulated by IgM.

## Introduction

B cells participate in both innate and adaptive immunity through the secretion of antibodies. B cells are broadly divided into B-1 and B-2 subtypes. B-2 cells are derived from hematopoietic progenitor cells in the bone marrow (BM) and function predominantly in T cell-dependent responses for antibody production (1, 2). B-1 cells originate during early fetal life, are long-lived, and self-renew (3–6). B-1 cells can be found predominantly in serosal spaces such as the peritoneal cavity (PerC) or the pleural cavity but can also be found in secondary lymphoid organs such as the spleen, lymph nodes, and the BM (7). B-1 cells are further subtyped into B-1a or B-1b cells depending on the expression of CD5 (B-1a are CD5+). B-1 cells produce about 80% of circulating serum IgM (immunoglobulin M). A low level of IgM is produced by B-1 cells in serosal cavities, and the majority of circulating serum IgM is produced by B-1 cells in the spleen and BM (8–10). IgM antibodies produced by B-1a cells are thought to be naturally occurring (i.e., present at birth, in gnotobiotic mice and without antigen exposure) (11–13). These natural antibodies provide rapid protection from infections and maintain tissue homeostasis through apoptotic cell clearance (10, 14). However, recent evidence identified the VDJ region in B-1a cells as having N additions (3, 15–18), an event due to the action of the DNA polymerase TdT which is only expressed after birth. This suggests more complexity to the regulation of the CDR3 in B-1a cells than previously thought.

The TET family of proteins act enzymatically as α-ketoglutarate-dependent cytosine dioxygenases that promote DNA demethylation by oxidizing the methyl group of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC) (19–21). The methylation status of DNA is important in recruiting proteins for gene repression or inhibition of transcription factor binding. Additionally, TET proteins enlist chromatin-modifying proteins to histones, which can affect gene expression via physical accessibility for transcription (22, 23). Thus, TET proteins are potent epigenetic modulators. TET2 is involved in hematopoietic cell development and differentiation (24–26). Dysfunction in TET2 is well characterized in hematological malignancies including acute myeloid leukemia (AML) (27–30) and myelodysplastic syndrome (MDS) (30–34). TET2 loss can affect inflammatory responses via altered cytokine secretion (35, 36) and other biological processes in myeloid cells (26, 30, 37–40). TET2 has also been implicated in B cell lymphomas (22, 41–47). Most studies of TET2 in B cells primarily focused on B-2 cells and suggested reduced production of high-affinity IgG (42–44). Only one study to date has briefly investigated TET2 loss in B-1 cells, and that was with a focus on diffuse large B cell lymphoma and chronic lymphocytic leukemia development (46). In contrast, our study focuses on B-1 cells in young mice without evidence of tumor, allowing for the identification of key homeostatic processes that may be altered by loss of TET2. Our novel findings characterize the impact of global loss of TET2 on B-1 cell biology at homeostasis, revealing that global TET2 loss leads to increased B-1 cell number, IgM production, and the number of replicated complementarity-determining region 3 (CDR3) sequences, which could impact diseases that are modulated by IgM antibodies to specific antigens.

## Materials and methods

### Mice

All animal protocols were approved by the Animal Care and Use Committee at the University of Virginia. TET2-KO mice (24) were provided by Dr. Kenneth Walsh (University of Virginia). The model was generated by Ko et al. and targeted the endogenous *TET2* locus to create a conditional allele that enabled the deletion of exons 8, 9, and 10, the catalytic region of TET2 (24). Mice were maintained on a 12-h light/dark schedule in a specific pathogen-free animal facility and given food (standard chow diet, Tekland 7012) and water *ad libitum*. The number of mice included in each study is indicated in the figures or the associated legends.

### Sample preparations for flow cytometry and live cell sorting

Bone marrow, spleen, and peritoneal cavity cells were processed for flow cytometry as previously described (48). Briefly, following sacrifice by CO_2_ overdose, peritoneal cells were harvested by flushing the peritoneal cavity with 10 mL FACS buffer (PBS containing 1% BSA, 0.05% NaN3). The spleen and one femur and tibia were removed. Spleens and flushed bone marrow were filtered through a 70 μm cell strainer. Red blood cells were lysed from single-cell suspensions of bone marrow and spleen using a lysis buffer containing 155 mM NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM EDTA. Cell surface Fc receptors were blocked using anti-CD16/32 (clone:93, 4 eBioscience), then cells were stained with fluorescently conjugated antibodies against cell surface markers. Cells were stained with fixable Live/Dead Zombie NIR (Life Technologies) for dead cell discrimination, then fixed in 2% PFA in PBS. For FAC sorting, cells were resuspended in modified FACS buffer (PBS with 1% BSA) and 4’,6-Diamidino-2-Phenylindole (DAPI) live/dead stain then immediately taken to the University of Virginia Flow Cytometry Core for sorting. B-1a and B-1b cells were sorted to better than 99% purity from their parent gate. Clone and fluorophore information for the flow cytometry antibodies used in murine experiments to immunophenotype or FAC-sort B cell subsets are given in **Tables 1**, **2** respectively. All flow cytometry was conducted at the University of Virginia Flow Cytometry Core Facility. Immunophenotyping was performed on an Aurora Borealis 5-laser (Cytek) cytometer. FAC-sorting was performed on an Influx Cell Sorter (Becton Dickinson). Data analysis and flow plots were generated using OMIQ software (Dotmatics). Representative flow plots were chosen based on the samples whose population frequencies were closest to the mean for that group. Gates on flow plots were set using fluorescence minus one (FMO) controls.

**Table 1:** The immunophenotyping panel used for flow cytometry results presented in **Figure 1**.

Marker	Fluorophore	Clone	Vendor
CD45	PerCP	30-F11	BD
B220	APC	RA3-6B2	eBioscience
CD19	APCefl780	1D3	eBioscience
IgM	PECF594	R6-60.2	BD
IgD	efl450	11-26	eBioscience
CD8	BV510	53-6.7	BioLegend
CD4	PECy5.5	GK1.5	SouthernBiotech
CD44	BV785	IM7	BioLegend
CD62L	BV570	MEL-14	BioLegend
CD25	BB515	PC61	BD
F4/80	PECy7	BM8	eBioscience
CD11b	PerCPCy5.5	M1/70	BD
CD11c	AF647	N418	BioLegend
CD138	PE	281-2	BD
Ly6c	BV711	HK1.4	BioLegend
NK1.1	BV480	PK136	BD
CD5	BV605	53-7.3	BD
CD21	FITC	4E3	eBioscience
CD23	BUV737	B3B4	BD
Zombie NIR Fixable Viability Dye			BioLegend

**Figure 1:**
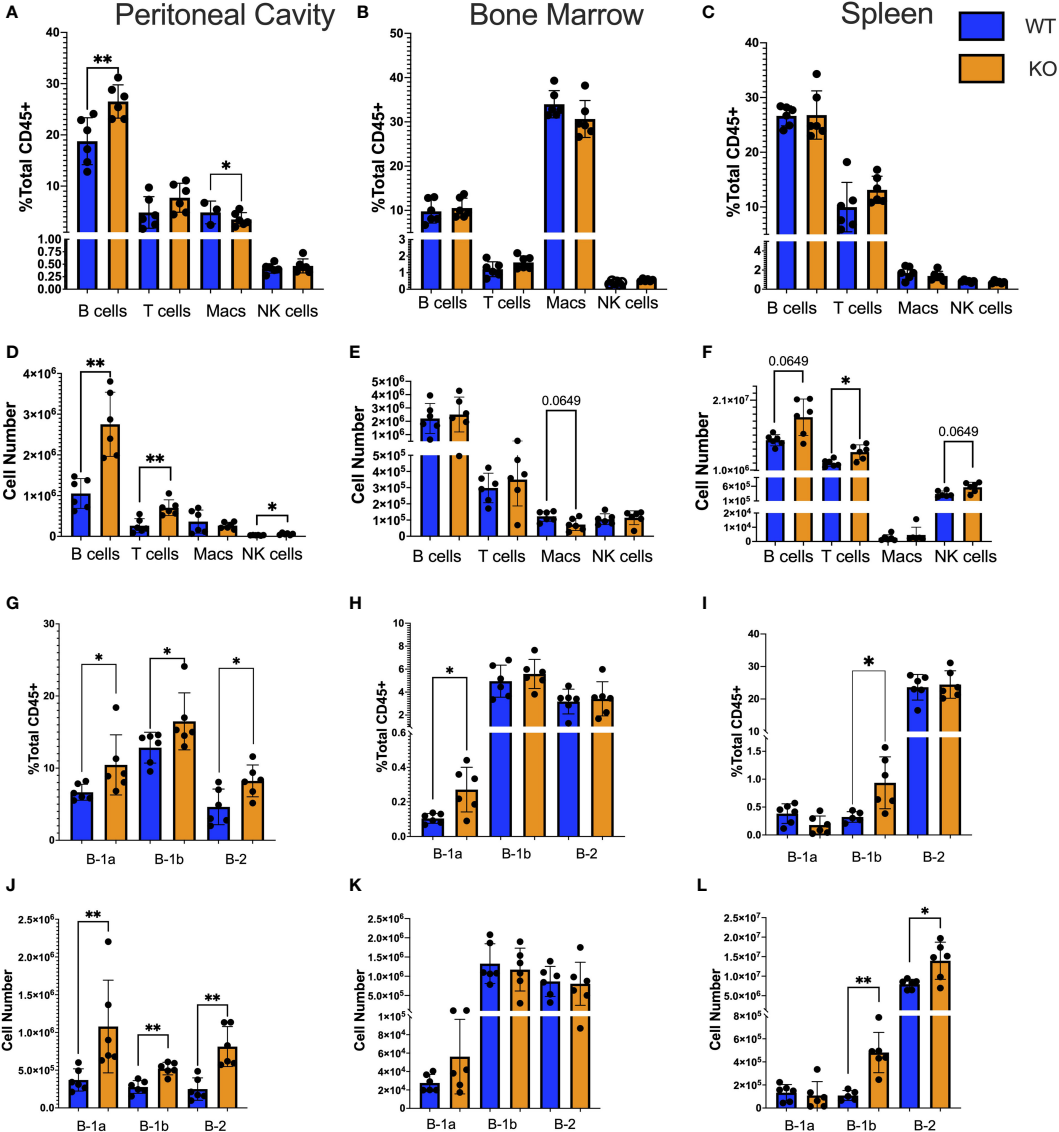
Immune subtypes in TET2-KO compared to WT mice. **(A-L)** Flow cytometry characterization of the number and frequency of immune cell types in the **(A, D)** peritoneal cavity; **(B, E)** bone marrow; **(C, F)** spleen. Deeper gating into B cell subset frequency and number in the **(G, J)** peritoneal cavity; **(H, K)** bone marrow; **(I, L)** spleen, respectively, from TET2-KO (n = 6) and WT (n = 6) mice. Blue and orange represent WT and TET2-KO mice, respectively. Data are representative of four independent experiments. Significance was determined with two-tailed Mann-Whitney U-tests (*p < 0.05, **p < 0.01).

**Table 2:** The FACS panel used for sorting B cell subsets from the peritoneal cavity presented in **Figure 2**.

Marker	Fluorophore	Clone	Vendor
IgD	FITC	11-26	eBioscience
CD5	PE	53-7.3	eBioscience
CD23	PE-CY7	B3B4	eBioscience
B220	APC	RA3-6B2	eBioscience
CD19	APC-EF780	1D3	eBioscience
DAPI Staining Solution			Miltenyi Biotec

**Figure 2:**
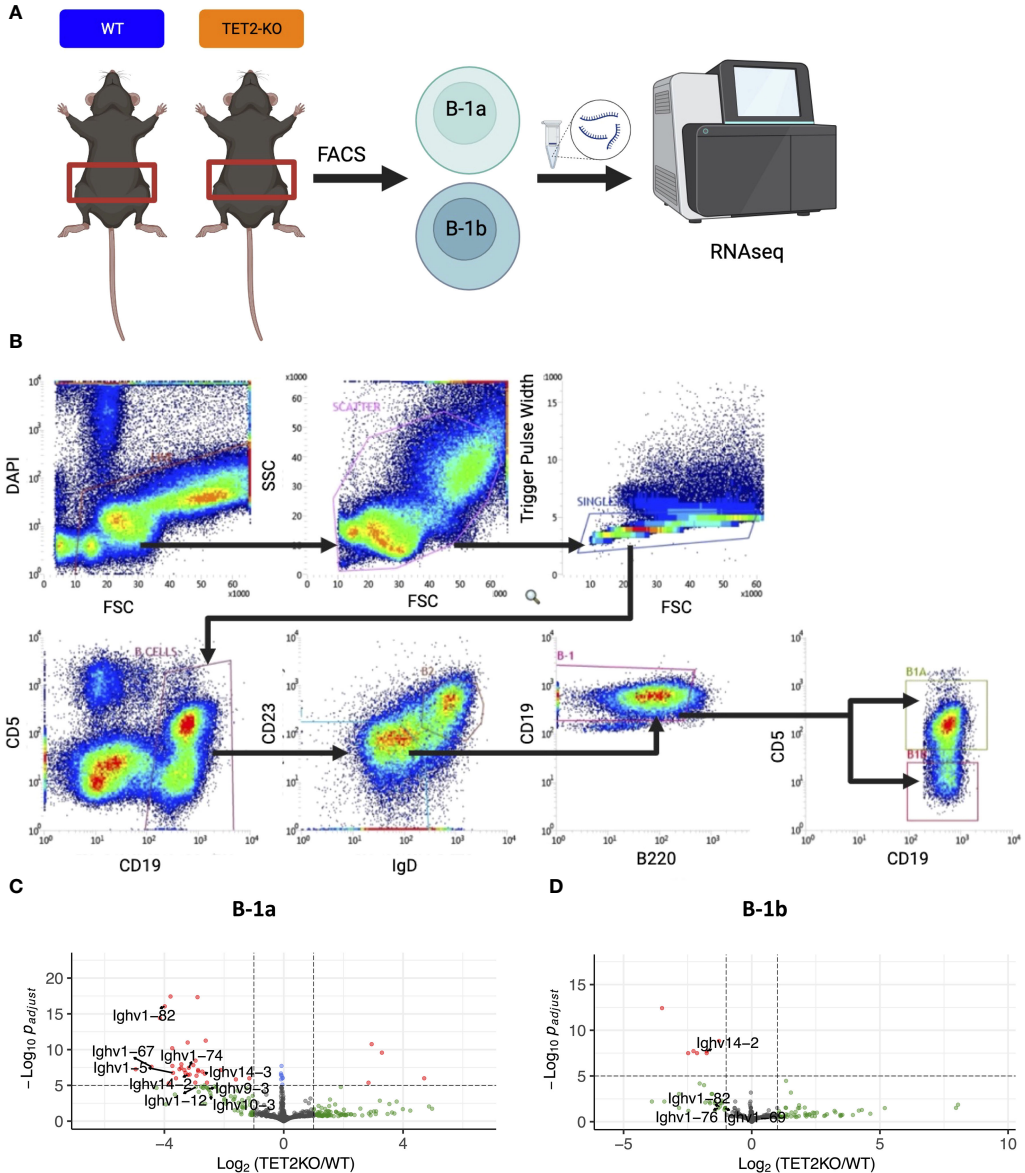
RNASeq analysis of differentially expressed genes in peritoneal B-1a and B-1b cells from TET2-KO and WT mice. **(A)** Schematic of experimental design. B-1a and B-1b cells from the peritoneal cavity of TET2-KO and WT mice were sort-purified and RNA-extracted for RNASeq. **(B)** Gating strategy for sort. B-1a cells are CD19+, IgD-lo, CD23-lo, B220-lo, CD5+ while B-1b cells are CD19+, IgD-lo, CD23-lo, B220-lo, CD5-. **(C, D)** Differentially expressed genes are visualized with volcano plots of the B-1a **(C)** and B-1b **(D)** cells from TET2-KO mice compared to WT. Color legend for volcano plots: Grey – NS, Green: log2FC > 1, Blue: p-value < 0.05 and log2FC < 1, Red: p-value < 0.05 and log2FC > 1. n: B-1a: WT = 4, KO = 4, B-1b: WT = 4, KO = 3. All p-values are False Discovery Rate (FDR)-adjusted. Figure schematic made with BioRender.

### ELISA for quantification of total IgM in mice

Total IgM in mouse plasma was measured using colorimetric ELISA as described previously (48). Briefly, EIA/RIA high-binding microplates were coated with goat anti-mouse IgM, capture antibody (Southern Biotech, 1020-01). Mouse IgM standards (Southern Biotech, 0101-01), or plasma samples were detected with alkaline phosphatase-conjugated goat anti-mouse IgM secondary antibody (Southern Biotech, 1020-04); and pNPP substrate (Southern Biotech 0201-01). Absorbance measurements were analyzed with a SpectraMAX 190 microplate reader (Molecular Devices) at 405 nm. The standard curve was determined using a 4-parameter function and concentration measurements were extrapolated using Softmax Pro 3.1.2 software. Only samples with CV<15% and within the standard curve were included in the analysis.

### Sample preparation for bulk RNA sequencing

Peritoneal B-1a, B-1b, and B-2 cells obtained from *TET2-*KO and *TET2-*WT C57BL/6 mice were sort-purified directly into RLT Plus Buffer (Qiagen). RNA and DNA were extracted using the Qiagen AllPrep kit. The purified RNAs were stored at −80°C before being sent to Novogene for sequencing. Total RNA was stored in RNase-free water to directly synthesize first strand, followed by the whole-length LD-PCR amplification. The amplified ds-cDNA(double-stranded DNA) was purified with AMPure XP beads and quantified with Qubit. The cDNA samples were sheared by the Covaris system, and then the sheared fragments were end-repaired, A-tailed, and ligated to sequencing adaptors. A size selection of about 200 bp was performed before the PCR enrichment. Library concentration was first quantified using a Qubit 2.0 fluorometer (Life Technologies), and then diluted to 2 ng/µl before checking insert size on an Agilent 2100 and quantifying to greater accuracy by qPCR. Ultra-low input bulk RNA sequencing was performed on the NovaSeq 6000 PE150 (Illumina).

### DEG and pathway analysis

The quality trimming was performed using fastp (49) with default settings. Mapping to the GRCm39 genome was performed with STAR (50), followed by featureCounts (51) to count reads mapped to genes. DESeq2 (52) was used for differential analysis, followed by pathway analysis using clusterProfiler (53) with the Gene Ontology (GO) (54) database.

### BCR analysis

For BCR analysis, quality trimming was performed using fastp (49) and TRUST4 (55) was subsequently used to identify BCR repertoire in paired sequencing reads using the international ImMunoGeneTics (IMGT) information system database as a reference. Results were analyzed using R and circus plots were made using circos Bioconductor package (56). The code developed for these analyses will be available on the following Github page: https://github.com/mariamurach/TET2 and https://github.com/mariamurach/bcr_R.

### Statistics

In **Figures 1**, **3D**, **4C**, comparisons were conducted between the TET2-KO and WT strains using Prism 10.0 with unpaired, two-tailed Mann-Whitney U-tests. Values shown are mean ± SD. In **Figures 3B**, **4A** Wilcoxon Rank Sum and Signed Rank Tests were used to determine the significance of differences in proportions of unique CDR3 sequences, isotypes, and usages of specific V, D, and J chains between TET2-KO and WT groups. In **Figure 5B**, chi-squared test was performed to assess the significance of the association between the number of unique CDR3 amino acid sequences in B-1a and B-1b cells from TET2-KO and WT mice.

**Figure 3:**
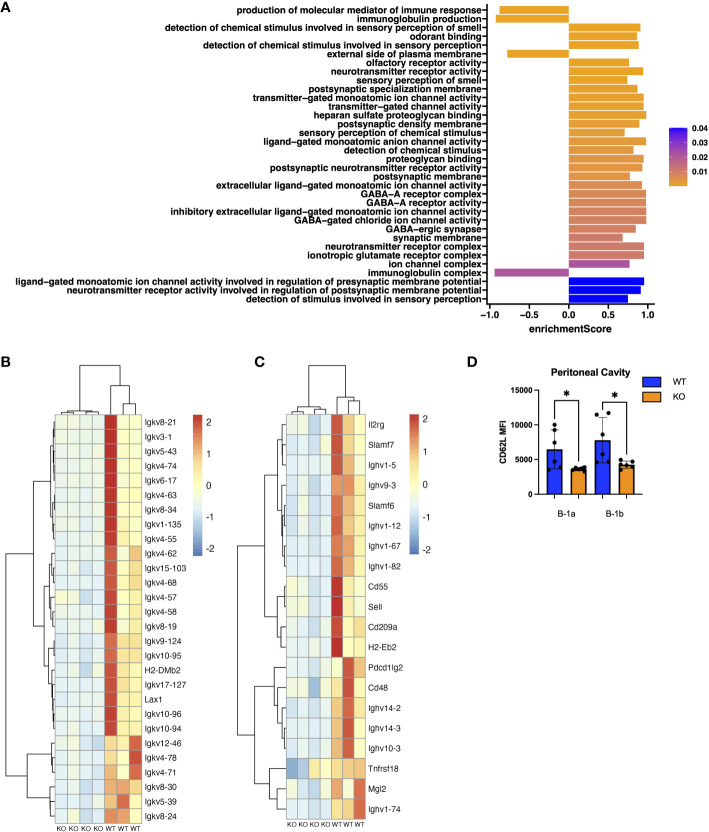
Pathway and Gene Set Enrichment Analysis (GSEA) of peritoneal B-1a cells from TET2-KO mice. **(A)** Plot of enrichment scores from GSEA on differentially expressed genes in B-1a cells from TET2-KO and WT mice. The axis represents the enrichment score (ES). Higher scores indicate greater enrichment of the gene set at one end of the ranked list of genes. ES measure the degree to which a gene set is overrepresented at the extremes of the entire ranked list. ES are colored based on FDR-adjusted p-values. **(B)** Scaled expression of genes involved in the production of molecular mediators of immune response and immunoglobulin production pathways. Each row corresponds to a gene, and each column represents a WT or TET2-KO sample. The expression was scaled for each gene (from -2 to 2) and is represented by the color red for high and blue for low expression values. **(C)** Scaled expression of genes differentially expressed and found on the cell surface. Each row corresponds to a gene, and each column represents a WT or TET2-KO sample. The expression was scaled for each gene (from -2 to 2) and is represented by the color red for high and blue for low expression values. **(D)** Bar chart displaying Median Fluorescence Intensity (MFI) of CD62L (Sell) in peritoneal B-1a cells and B-1b cells from TET2-KO and WT mice. Blue and orange represent WT (n = 6) and TET2-KO mice (n = 6), respectively. Significance was determined with two-tailed Mann-Whitney U-tests (*p < 0.05). n: B-1a: WT = 4, KO = 4 for **(A-C)**.

**Figure 4:**
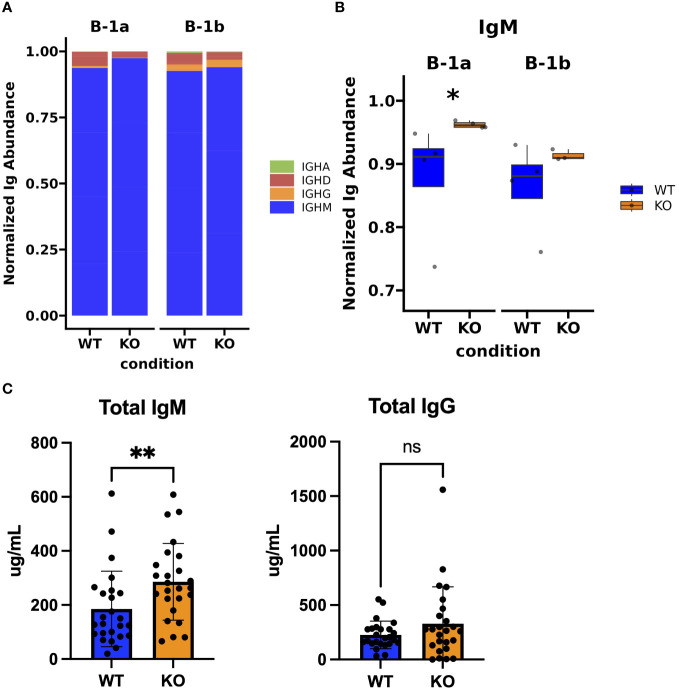
Immunoglobulin isotype analysis in peritoneal B-1a and B-1b cells from TET2-KO and WT mice. **(A)** Bar chart showing the distribution of Ig isotypes identified by TRUST4 in B-1a and B-1b cells from TET2-KO and WT mice. **(B)** Proportion of IgM expression in B-1a and B-1b cells from TET2-KO and WT mice. **(C)** Enzyme-linked immunosorbent assay (ELISA) of total IgM (left) and IgG (right) from plasma of TET2-KO (n = 26) and WT (n = 26) mice. Blue and orange represent WT and TET2-KO mice, respectively. Significance was calculated using Wilcoxon Rank Sum (*p < 0.05, **p < 0.01) for panel **(B)** Significance was determined with two-tailed Mann-Whitney U-tests (*p < 0.05, **p < 0.01, ns, not significant) for **(C)** n: B-1a: WT = 4, KO = 4, B-1b: WT = 4, KO = 3 in **(A, B)**.

**Figure 5:**
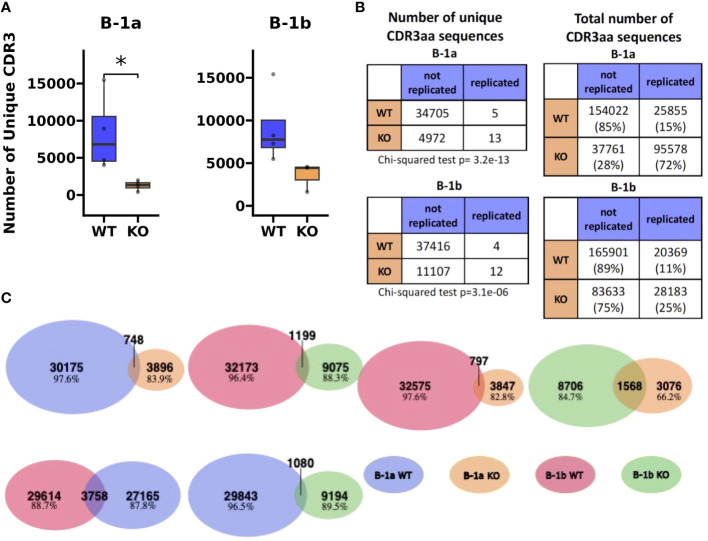
Heavy chain CDR3 sequence analysis reveals restricted BCR repertoire in peritoneal B-1a and B-1b cells from TET2-KO and WT mice. **(A)** The number of unique CDR3 sequences identified by TRUST4 in B-1a and B-1b cells from TET2-KO and WT mice. **(B)** Contingency tables derived to assess the association between the number of unique CDR3 amino acid sequences (left) and total number of CDR3 amino acid sequences (right) with the mutant status of the mice (i.e., WT or TET2-KO) in B-1a (top) and B-1b cells (bottom). Chi-squared test was used to assess the significance of these associations. Significance in **(A)** was calculated using Wilcoxon Rank Sum (*p < 0.05). **(C)** Venn diagrams that examine the shared repertoire of unique CDR3 sequences in the different B cell subsets. Blue represents CDR3 AA sequences from B-1a cells from WT mice, orange from B-1a cells from TET2-KO mice, red B-1b cells from WT mice, and green B-1b cells from TET2-KO mice, respectively. A shared sequence was defined as one expressed at least once in each of the subsets being compared. The number of shared sequences is represented by the overlapping region in each Venn diagram. Numbers and percentages of nonshared sequences of each cell subset in every comparison are indicated. For **(B, C)**, sequences were pooled from mice from the same cell type and condition (n: B-1a: WT = 4, KO = 4, B-1b: WT = 4, KO = 3).

## Results

### Global loss of TET2 results in increased numbers of all B cell subtypes in the peritoneal cavity compared to WT

To determine the impact of the loss of TET2 on major immune cell subtypes in the peritoneal cavity, BM, and spleen of TET2-KO and littermate control mice, spectral flow cytometry was performed (**Figure 1**). B cells were defined as CD45+ CD19+; T cells were defined as CD45+ CD5+ CD19-; Macrophages (Macs) were defined as CD45+ CD5- CD19- F4-80+ CD11b+; and NK cells were defined as CD45+ CD5- CD19- NK1.1+ (**Supplementary Figure 1**). We found that there was a higher B cell frequency and number in the peritoneal cavity (**Figures 1A, D**), but not in the BM (**Figures 1B, E**) or spleen (**Figures 1C, F**) of TET2-KO mice compared to controls. Numbers of T cells (p-value = 0.0043), and NK cells (p-value = 0.0152) from TET2-KO mice in the peritoneal cavity (**Figure 1D**) were also greater than controls. There were no significant differences in immune cell numbers from TET2-KO mice in the bone marrow (**Figure 1E**), while in the spleen there was a trending increase in B cells (p-value = 0.0649) with a significant increase in T cells (p-value = 0.0260) and a trending increase in NK cells (p-value = 0.0649) compared to WT (**Figure 1F**). Upon examination of B cell subsets specifically, we found that in the peritoneal cavity, all B cell subsets were significantly increased in frequency (B-1a p-value = 0.0152, B-1b p-value = 0.0411, B-2 p-value = 0.0260) and in number (B-1a p-value = 0.0022, B-1b p-value = 0.0043, B-2 p-value = 0.0022) in TET2-KO mice compared to WT (**Figures 1G, J**). However, in the BM (**Figures 1H, K**) only the B-1a cell subset frequency was significantly increased in TET2-KO compared to WT mice (p-value = 0.0260). In the spleen (**Figures 1I, L**) B-1b cells but not B-1a cells were elevated in both frequency and number (B-1a p-value = 0.0173, B-1b p-value = 0.0043). There was no difference in TET2-KO B-2 cell frequency in the spleen, although the total number of B-2 cells was significantly increased (p-value = 0.0260).

### Peritoneal B-1a cells from TET2-KO mice have lower expression of immunoglobulin genes compared to WT

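TET2 oxidizes methylated cytosines in DNA, and the knockout removes exons 8 to 10 of its gene. RNA from peritoneal B-2, B-1b and B-1a cells, each sorted, was sequenced with paired-end reads from ultra-low input libraries, 21 in all. The sample labels give 4 WT and 4 TET2-KO libraries of B-1a cells, 4 WT and 3 TET2-KO libraries of B-1b cells, and 2 WT and 4 TET2-KO libraries of B-2 cells. The legends of the paper give the same numbers for B-1 cells. The heatmaps of Figures 3B and 3C show 3 WT columns without naming the library left out, so all 4 WT libraries were used. The methods describe amplification of full-length cDNA from total RNA, whereas the sample labels describe poly-T selection and random hexamer priming of fragmented mRNA, so the selection step of these libraries is not certain. The authors trimmed the reads with fastp, aligned them to GRCm39 with STAR and counted fragments per gene with featureCounts on the GENCODE vM32 annotation, without regard to strand. With these settings, fragments that align to several places or overlap several genes are not counted, which lowers the counts of V genes that have close paralogs. The deposited values are whole counts without normalization, and no molecular identifiers were used. The total count per library ranged from 16519590 to 24152518 in WT B-1a cells (median 20859082), from 15937009 to 18426013 in TET2-KO B-1a cells (median 16447833), from 17654538 to 21587020 in WT B-1b cells (median 19887127.5), and from 14923926 to 17425219 in TET2-KO B-1b cells (median 16758357). TET2-KO and WT libraries were compared within each subset by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and after genes with low counts had been removed. Log2 fold changes are TET2-KO over WT. Values of single libraries are normalized counts scaled to a library of 1e6 counts (CPM) unless stated otherwise.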

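Tet2 (ENSMUSG00000040943.13, chromosome 3 from 133169440 to 133250900) was counted at 7.82, 10.9, 26.0 and 18.7 CPM in the 4 WT libraries of B-1a cells and at 20.9, 19.9, 17.3 and 28.6 in the 4 TET2-KO libraries. The log2 fold change was 0.45 in B-1a cells (standard error 0.35, adjusted p = 0.689 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.29 in B-1b cells (standard error 0.29, adjusted p = 0.853 from the same test). Exons 8 to 10 hold 592 of the 9793 bp of Tet2 exons (6.05%). The loss of these exons alone would therefore be hard to see in counts over the whole gene. Counts per exon were not available, so the genotype labels were not checked. The subset labels were checked on 173 genes that separate the 3 sorted subsets among the TET2-KO libraries, immunoglobulin genes left out. All 5 libraries labelled WT 1 or WT 2 correlated best with the TET2-KO libraries of another subset, whereas every other library correlated best with its own. The genes and profiles came from the TET2-KO libraries, so the match of these libraries does not test their labels. Among the other WT libraries, the match was weak for the B-1b libraries WT 3 and WT 4 (r = 0.36 and 0.25). The deposited labels were kept throughout. Values without the libraries labelled WT 1 and WT 2, a comparison chosen after this was seen, are given beside a part of the results. Without them, the Tet2 log2 fold change was -0.054 in B-1a cells and -0.088 in B-1b cells.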

To identify genes differentially expressed in B cell subtypes in mice with TET2-KO compared to WT control, we performed RNA-sequencing (RNASeq) on sort-purified peritoneal B-1a and B-1b cells from TET2-KO and WT mice (**Figures 2A, B**; **Supplementary Figure 2**). We utilized peritoneal B-1 cells due to their abundance in this specific niche, as well as due to the phenotypic changes we observed in **Figure 1**. 

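In B-1a cells, 7 of 13923 genes tested had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1 of them higher and 6 lower in TET2-KO libraries, and 1093 genes had an unadjusted p under 0.05. In B-1b cells, 0 of 14368 genes passed, with 787 at an unadjusted p under 0.05. The difference between the effects in B-1a and B-1b cells, tested as an interaction over the libraries of both subsets, passed for 0 of 15972 genes, with 250 at an unadjusted p under 0.05. The number of B-1a genes rose most when genes with low counts were kept, to 318 (98 higher, 220 lower), and it was 191 with DESeq2, the tool the paper names (43 higher, 148 lower). In B-1b cells these alternatives gave 131 and 52 genes, and for the interaction 144 and 1. With each library left out in turn, the B-1a count ranged from 0 to 6 genes. It was 0 without TET2-KO 2 or TET2-KO 3, where 914 and 1034 genes had an unadjusted p under 0.05, 1 without the library labelled WT 2, 2 without WT 4 or TET2-KO 4, and 4 without WT 3. Without the libraries labelled WT 1 and WT 2, the count was 0, with 485 genes at an unadjusted p under 0.05.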

We found that the global knockout of TET2 had a more significant impact on gene expression within B-1a cells compared to B-1b cells. Specifically, we observed a downregulation in the expression of several immunoglobulin genes in B-1a cells (and to a lesser extent in B-1b cells) from TET2-KO mice compared to their WT counterparts (**Figures 2C, D**; **Supplementary Figure 3**). 

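The 6 genes that passed in B-1a cells and were lower in TET2-KO libraries were all V genes, among them Igkv4-68, Ighv1-82, Igkv8-30 and Igkv12-41, and each was lower in every TET2-KO library than in every WT library. Igkv4-68 (chromosome 6 from 69281818 to 69282389) fell from 51.3 ± 19.0 CPM (SD, n = 4) in WT to 6.72 ± 1.24 (n = 4) in TET2-KO cells, a log2 fold change of -2.93 (standard error 0.29, adjusted p = 0.0232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ighv1-82 (chromosome 12 from 115916158 to 115916625) fell from 32.2 ± 19.1 to 1.93 ± 0.18, a log2 fold change of -4.05 (standard error 0.46, adjusted p = 0.0298 from the same test). The log2 fold changes were -2.69 for Igkv8-30 and -4.24 for Igkv12-41, and -3.86 and -3.32 for the remaining kappa chain V genes. Each of these genes kept its direction with each library left out in turn, but the adjusted p of each rose above 0.05 in at least 1 of these fits. The gene that rose was Gm2619, with a log2 fold change of 3.06 (standard error 0.40, adjusted p = 0.0469). Without the libraries labelled WT 1 and WT 2, the log2 fold changes of the 6 V genes ranged from -4.17 for Igkv12-41 to -2.51 for Igkv4-68. Their adjusted p from the same test ranged from 0.0520, for Igkv4-68 among others, to 0.278. It was 0.209 for Igkv8-30. In B-1b cells the log2 fold change was -1.31 for Igkv4-68 (adjusted p = 0.818 from the same test), -1.45 for Ighv1-82 (0.838) and -1.84 for Igkv8-30 (0.177).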

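No gene ontology annotation was used, and gene families were taken by symbol and tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the families tested in a subset. In B-1a cells, 83 of the 95 heavy chain V genes tested were lower in TET2-KO libraries, with a median log2 fold change of -2.67, or -2.57 when the gene with at most 3 counts in every library of a group was set to its bound (adjusted p = 5.60e-74). Of the kappa chain V genes tested, 89 were lower and 15 higher, with a median of -2.37 (adjusted p = 1.86e-75). Such a median weighs each gene alike and is not the total of a family. Before normalization, Ighv counts summed to 47585, 53370, 38789 and 43573 in the WT B-1a libraries. In the TET2-KO B-1a libraries they summed to 35541, 45966, 32825 and 13670. The top Ighv gene of a library held 4.38 to 28.5% of them in WT and 27.4 to 69.3% in TET2-KO libraries. In B-1b cells, 72 of 101 heavy chain V genes were lower (median -0.50, adjusted p = 5.44e-14), and 81 of 106 kappa chain V genes (median -0.82, adjusted p = 1.16e-14). With each library left out in turn, these medians ranged from -0.74 to -0.48 (heavy chain) and from -1.01 to -0.50 (kappa chain). The kappa chain median was -0.50 without the library labelled WT 2. The calls for both families in B-1a cells and for the heavy chain family in B-1b cells held under fry and under an estimated correlation, while that for the kappa chain family in B-1b cells did not (adjusted p = 0.141 and 0.103). Leaving out the libraries labelled WT 1 and WT 2 moved the B-1a medians most, to -1.89 for heavy chain V genes (83 of 96 lower, adjusted p = 0.0541 under fry) and -1.61 for kappa chain V genes (adjusted p = 0.0140 under fry). With an estimated correlation, these adjusted p were 0.0346 and 0.00746. The difference between the subsets, B-1a effect minus B-1b effect, was tested after the values were seen. Its median was -1.94 over heavy chain and -1.60 over kappa chain V genes (adjusted p = 0.0143 for both under fry). These medians were -1.41 and -0.98 without the libraries labelled WT 1 and WT 2 (adjusted p = 0.177 and 0.136 under fry, 0.0334 and 0.0150 with an estimated correlation).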

Consistent with this finding, Gene Set Enrichment Analysis (GSEA) revealed that TET2 loss markedly affects pathways linked to immunoglobulin production and immune response activation, primarily within B-1a cells (**Figure 3A**). Indeed, the expression of numerous V genes (from both heavy and light chains) was decreased in B-1a cells from TET2-KO mice (**Figures 3B, C**). Similarly, the expression of genes involved in the activation of molecular mediators of the immune response was also decreased in these cells (**Supplementary Figures 3, 5**). 

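The 26 V genes shown in Figure 3B were all lower in TET2-KO B-1a cells, with a median log2 fold change of -3.06, from -3.92 for Igkv4-62 to -1.64 for Igkv4-57. Of these, 4 had an adjusted p under 0.05 over all genes tested, and 25 with DESeq2. The WT libraries of Igkv8-30 held 122, 134.8, 107 and 129 CPM, and the TET2-KO libraries 28.6, 16.9, 22.8 and 7.98. The 9 V genes shown in Figures 2C and 3C were also all lower, with a median of -3.33, from -4.56 for Ighv1-67 to -2.67 for Ighv10-3. Of these, 1 passed over all genes tested, and 9 with DESeq2. Ighv1-67 rested on few fragments, with at most 4 counts in a TET2-KO library and at most 81 in a WT library. Leaving out the libraries labelled WT 1 and WT 2 gave medians of -2.39 for the genes of Figure 3B and -2.74 for those of Figures 2C and 3C, with every gene lower. The figures chose these genes on the same libraries.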

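Lax1 and H2-DMb2, the genes of Figure 3B that are not V genes, had log2 fold changes of -0.98 (standard error 0.19, adjusted p = 0.129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.68 (standard error 0.17, adjusted p = 0.297 from the same test) in B-1a cells. Lax1 fell from 78.4 ± 23.4 CPM (SD, n = 4) in WT to 39.8 ± 2.87 (n = 4) in TET2-KO libraries. The 11 genes of Figure 3C that are not V genes were all lower, with a median log2 fold change of -1.32, from -1.69 for Cd209a to -0.41 for Cd48. None of the 11 passed over all genes tested (0 at an adjusted p under 0.05, the smallest 0.0888), and 5 passed with DESeq2. The 11 genes stayed lower without the libraries labelled WT 1 and WT 2, with a median of -0.77. Jchain had a log2 fold change of -1.81 (adjusted p = 0.465 from the same test).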

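In B-1a cells, 35 of 39 olfactory receptor genes tested were higher in TET2-KO libraries (median log2 fold change 1.24, adjusted p = 4.33e-05 from camera), and 11 of 11 GABA-A, glutamate, glycine and nicotinic receptor genes (median 1.04, adjusted p = 4.33e-05). In B-1b cells, 64 of 76 olfactory receptor genes (median 1.16, adjusted p = 3.31e-11) and 8 of 11 synaptic receptor genes (median 0.87, adjusted p = 0.00530) were higher. None of these 4 calls held under fry or under an estimated correlation, where the adjusted p ranged from 0.0742 to 0.402. Vomeronasal receptor genes, used as a measure of background, moved the same way in B-1a cells, with 24 of 25 higher (median 0.98). The olfactory receptor genes of the 5 libraries labelled WT 1 or WT 2 summed to between 6.26 and 11.7 CPM before normalization, while the other libraries held between 72.4 and 1999. The 5 libraries had between 18074 and 19255 genes with at least 1 count, the other WT libraries between 25898 and 29339, and the TET2-KO libraries between 17816 and 35576, with 18941 in the B-1a library TET2-KO 4 and 17816 in the B-1b library TET2-KO 3. When the libraries labelled WT 1 and WT 2 were left out, the median over olfactory receptor genes was 0.28 in B-1a cells (adjusted p = 0.937 from camera) and -0.10 in B-1b cells (adjusted p = 0.322), and that over synaptic receptor genes 0.055 (adjusted p = 0.155) and 0.10 (adjusted p = 0.676).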

Interestingly, significant enrichment in neurotransmitter and synapse-related pathways was seen in both B-1a and B-1b cells from the TET2-KO animals compared to the control animals (**Supplementary Figure 3B**, These GSEA results provide potential avenues for further hypothesis-driven studies of the role of TET2 in sensory-neural control of B cells, an emerging area of potential significance, recently also connected to cardiovascular disease development via other immune cells (57–59). Notably, while there are too many differentially expressed genes (DEGs) to test all at the protein level, one of the proteins encoded by our DEG, Sell, also known as CD62L, was also in our flow panel, allowing us to determine if the change in gene expression was also accompanied by changes in the protein level. Indeed, consistent with the decrease in CD62L RNA, we also saw a decrease in CD62L on the surface B-1a and B-1b cells in TET2-KO mice (**Figures 3C, D**).

### Global loss of TET2 results in higher expression of IgM antibody isotype in peritoneal B-1a cells compared to WT

Using TRUST4, a tool for analyzing the B cell receptor (BCR) using bulk RNASeq (57) and the IMGT (58) database, we were able to identify Ig isotype transcripts present in sequencing data and their distribution across B-1a and B-1b cells from TET2-KO and WT mice (**Figure 4A**). We found that there was a statistically significant increase in the expression of IgM in the B-1a cells from TET2-KO mice, but we do not see that effect in B1-b cells which is in accordance with the increase expression of *AIDCA*, a gene involved in class-switch recombination (**Figure 4B**; **Supplementary Figure 5**). In contrast, there was not a significant change in the distribution of IgD, IgG, or IgA isotypes expressed by the different B-1 cells in TET2-KO and WT mice (**Figure 4A**). 

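Isotype shares were taken from counts over the heavy chain constant genes, which include transcripts that carry no rearranged V gene. Ighm (chromosome 12 from 113382178 to 113386350) held 93.7 ± 7.13% of these counts (SD, n = 4) in WT and 96.4 ± 0.99% (n = 4) in TET2-KO B-1a cells (two-sided exact permutation test, p = 0.857, where the smallest possible p is 0.0286). In the library labelled WT 1 the share was 83.1% (95% confidence interval 82.9 to 83.2%), and in the other WT libraries it was between 96.3 and 98.0%. The TET2-KO libraries lay between 95.2 and 97.6%. The difference between the means changed sign without the libraries labelled WT 1 and WT 2, from 2.68 to -1.33 percentage points. In B-1b cells the share was 92.9 ± 4.80% (n = 4) in WT and 93.3 ± 1.54% (n = 3) in TET2-KO cells (two-sided exact permutation test, p = 0.857, smallest possible 0.0571). The log2 fold change of Ighm itself was -0.40 in B-1a cells (standard error 0.25, adjusted p = 0.649 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.32 in B-1b cells (standard error 0.28, adjusted p = 0.839 from the same test).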

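In B-1a cells, Ighd held 5.19 ± 7.67% of heavy chain constant counts (SD, n = 4) in WT and 2.99 ± 1.04% (n = 4) in TET2-KO libraries (two-sided exact permutation test, p = 1.00). The Ighg genes together held 0.877 ± 1.11% and 0.481 ± 0.115% (p = 0.886, same exact test), and Igha 0.235 ± 0.148% and 0.145 ± 0.0148% (p = 0.286, same exact test). In B-1b cells, Ighd held 4.36 ± 5.51% (n = 4) and 3.17 ± 0.41% (n = 3), the Ighg genes 2.17 ± 2.26% and 3.11 ± 0.99% (exact permutation p = 0.514), and Igha 0.527 ± 0.470% and 0.425 ± 0.179%. Single libraries set the WT spread of Ighd in both subsets and of the Ighg genes in B-1a cells. Ighd held 16.7% in the B-1a library labelled WT 1 and 12.6% in the B-1b library labelled WT 2, and the Ighg genes held 2.52% in the B-1a library labelled WT 2. In B-1b cells, the Ighg genes held 0.189 and 0.250% in the libraries labelled WT 1 and WT 2 against 3.87 and 4.36% in WT 3 and WT 4, and Igha 0.150 and 0.0983% against 0.855 and 1.01%. Without the libraries labelled WT 1 and WT 2, the Ighd difference changed sign in both subsets, from -2.20 to 1.31 percentage points in B-1a and from -1.19 to 1.16 in B-1b cells, as did the Ighg difference, from -0.396 to 0.0789 in B-1a and from 0.941 to -1.01 in B-1b cells.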

Consistent with the increase in B-1 cells that we observed in niches that support antibody production, such as the spleen and BM (**Figures 1E, F**), and the increase in the IgM transcript in B-1a cells, circulating plasma IgM levels were higher in the TET2-KO compared to WT mice (p-value = 0.0075) (**Figure 4C**). Marginal zone B-2 cells (MZB) are another source of IgM and we did observe an increase in MZB cell number in TET2-KO mice compared to controls, which could contribute to the overall increase in circulating IgM (**Supplementary Figure 6**). We observed no change in circulating IgG levels.

### Global loss of TET2 results in a reduced number of unique heavy chain CDR3 sequences and an increased number of replicated heavy chain CDR3 sequences in peritoneal cavity B-1a cells compared to WT

To assess differences in the heavy chain BCR repertoire in B-1 cells from TET2-KO and WT mice, we performed an analysis of the CDR3 sequences using our bulk RNASeq data and TRUST4 (57). Results demonstrated that in both B-1a and B-1b cells from TET2-KO mice, CDR3 diversity was reduced compared to WT mice (**Figure 5A**). The reduction in CDR3 sequence diversity in the B-1a cells from TET2-KO mice compared to WT was statistically significant (p-value = 0.02857) (**Figure 5A**), while the reduction in unique CDR3 sequences in TET2-KO B-1b cells compared to WT was trending (p-value = 0.05714) (**Figure 5A**). It is not feasible to establish the presence of clonal expansion based on bulk RNASeq data, due to the inability to determine the absolute number of cells and their level of expression of each Ig transcript at a single-cell resolution in a given B cell population. However, a high proportion of replicated sequences suggests the presence of clonally dividing, or self-renewing B-1a cells, as they are known to do. Here we define replicated sequences as those whose frequency is greater than 1% of all sequences. In B-1a cells from TET2-KO mice, we observed that 72% of the CDR3 sequences were replicated, compared to B-1a cells from WT mice which only had 15% of the total CDR3 sequences replicated (**Figures 5B**, **6A**). Thirteen unique CDR3 sequences covered 72% of all CDR3s in B-1a cells from TET2-KO mice, while 4972 CDR3 sequences made up the other 28% of the total number of identified CDR3s (**Figures 5B**, **6A**). In B-1b cells from TET2-KO mice, 25% of all CDR3 sequences are made up of 12 unique CDR3 sequences, while 11107 CDR3 sequences made up the rest of the 75% (**Figures 5B**, **6B**). Differences in the number of replicated unique CDR3 sequences were significant based on Chi-squared tests for B-1a (p-value = 3.2x10^-13^) and B-1b cells (p-value = 3.1x10^-6^) from TET2-KO mice compared to WT (**Figure 5B**). An analysis of the commonality of replicated CDR3 sequences revealed that there was minimal overlap in the CDR3 sequence between B-1a cells from TET2-KO and WT mice or in B-1b cells from TET2-KO and WT mice, respectively (**Figure 5C**). Interestingly, there was a greater degree of commonality in the CDR3 sequence comparing B-1a and B-1b cells from TET2-KO mice. We visualized the proportion of replicated CDR3 sequences across B-1 cell subsets in TET2-KO and WT mice using pie charts (**Figures 6A, B**). Consistent with our findings in **Figure 5C**, the CDR3 sequences that were most abundantly represented in B-1a cells from WT mice were represented in B-1a cells from TET2-KO mice at different proportions, and there were more similarities in replicated CDR3 sequences between B-1a and B-1b cells from TET2-KO mice (**Figures 6C–D**).

**Figure 6:**
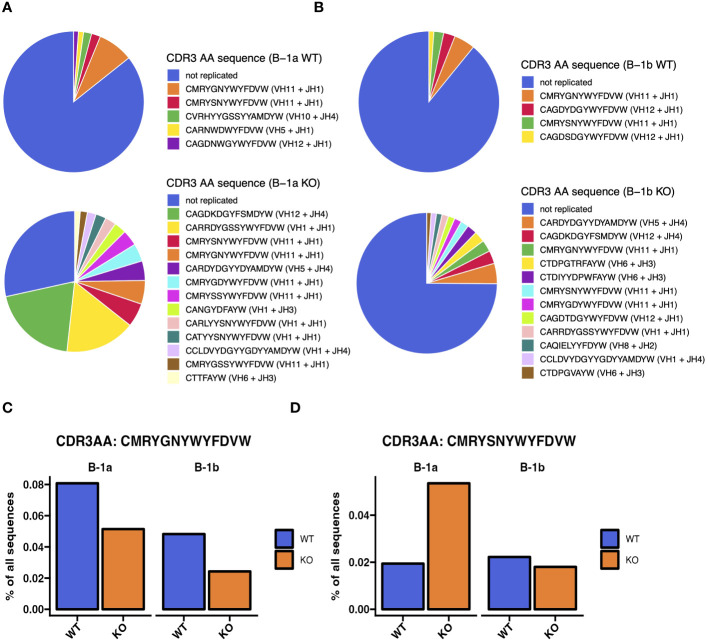
Heavy chain CDR3 sequence analysis reveals differences in most abundant CDR3 sequences in peritoneal B-1a and B-1b cells from TET2-KO and WT mice. **(A, B)** Annotated pie charts depicting the proportion of CDR3 sequences that are unique and the sequence and proportion of the replicated sequences in B-1a **(A)** and B-1b **(B)** cells from WT (top) and TET2-KO mice (bottom). **(C)** Bar chart comparing the proportion of the top-most abundant CDR3 sequence in B-1a cells from WT mice from of all CDR3 sequences in B-1a and B-1b cells from TET2-KO and WT mice. **(D)** Bar chart comparing the proportion of the second-most abundant CDR3 sequence in B-1a cells from WT mice from of all CDR3 sequences in B-1a and B-1b cells from TET2-KO and WT mice. Blue and orange represent WT and TET2-KO mice, respectively. Sequences were pooled from mice from the same cell type and condition (n: B-1a: WT = 4, KO = 4, B-1b: WT = 4, KO = 3).

Since antigen binding specificity is not just determined by the heavy chain CDR3, we performed an analysis of the light chain BCR repertoire from our bulk RNASeq data with TRUST4. Results demonstrated that in both B-1a and B-1b cells from TET2-KO mice, CDR3 diversity was reduced compared to WT mice (**Supplementary Figure 7**). The reduction in CDR3 sequence diversity in the B-1a cells from TET2-KO mice compared to WT was statistically significant (p-value = 0.029) (**Supplementary Figure 7A**). The reduction in CDR3 sequences in B-1b cells from TET2-KO mice compared to WT was trending (p-value = 0.133) (**Supplementary Figure 7A**). Similar to what we observed in the heavy chain CDR3 sequences, the number of replicated light chain CDR3 sequences was over 2-fold greater in B-1a cells from TET2-KO compared to WT mice (**Supplementary Figures 7B-D**). The number of unique CDR3 sequences from the light chain accounted for a similar percentage of total CDR3 sequences as seen in the heavy chain results in B-1a cells from TET2-KO mice (**Supplementary Figures 7B-D**). Differences in the number of replicated unique CDR3 sequences were significant based on Chi-squared tests for B-1a (p-value = 0.01) and B-1b cells (p-value = 0.02) from TET2-KO mice compared to WT. While the role of the light chain in antigen binding and specificity remains less well-known compared to the heavy chain, it still contributes to those functions (59). These results in the light chain CDR3 provide additional support that B-1a cells are more profoundly impacted by loss of TET2 than B-1b cells, and the diversity of antigen-specific IgMs may be affected as a result.

### V_H_–D_H_–J_H_ usage shows differences between TET2-KO and WT BCR repertoires

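V_H_ family shares were taken as the percent of Ighv counts in each library, without assembly of CDR3 sequences, and the family was read from the gene symbol. In WT libraries, V_H_1 held 37.2 ± 11.1% of Ighv counts in B-1a cells and 34.6 ± 12.3% in B-1b cells (SD, n = 4 each). V_H_11 held 12.5 ± 13.6% and 6.81 ± 9.73%, and V_H_12 8.15 ± 7.20% and 10.7 ± 14.9%. Among the B-1b libraries, the one labelled WT 1 held 21.4% on V_H_11 and 32.97% on V_H_12, against 1.16 to 2.81% and 1.23 to 4.82% in the other WT libraries.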

Analysis of specific V_H_–D_H_–J_H_ gene region usage in B-1a and B-1b cells from TET2-KO and WT mice revealed high usage of V_H_1, V_H_11, and V_H_12 in B-1 cells consistent with prior findings (**Supplementary Figure 8**) (18, 60, 61). The B-1a cells from the TET2-KO mouse appeared to have greater usage of these regions. 

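In TET2-KO B-1a cells, V_H_1 held 36.9 ± 18.8% of Ighv counts (SD, n = 4; two-sided exact permutation test against WT, p = 1.00), V_H_11 26.1 ± 18.0% (p = 0.257, adjusted p = 0.374 over 16 families) and V_H_12 20.4 ± 32.6% (p = 0.771, adjusted p = 0.949, same exact test). The V_H_12 mean rests on TET2-KO 2, with 69.3% (95% confidence interval 68.8 to 69.7%), while the other TET2-KO libraries held between 2.47 and 6.98%. Without TET2-KO 2, the V_H_12 difference from WT was -4.04 percentage points. The V_H_1 difference, -0.39 percentage points, was 0.26 when counts were divided by gene length, and it ranged from -6.44 to 8.31 with each library left out in turn. It was 7.54 without the libraries labelled WT 1 and WT 2, which held 52.9 and 37.5% on V_H_1, while WT 3 and WT 4 held 28.3 and 30.4%. The V_H_11 difference ranged from 5.68 to 20.0 percentage points in these fits and was 2.31 without both of these libraries, where the V_H_12 difference was 6.03. In TET2-KO B-1b cells, V_H_1 held 26.2 ± 4.79% (n = 3), V_H_11 7.43 ± 3.48% and V_H_12 10.3 ± 9.00%. This V_H_12 mean also rests on TET2-KO 2, with 20.7% against 4.55 and 5.65% in the other TET2-KO libraries. The V_H_12 difference in B-1b cells, -0.428 percentage points, was -5.61 without TET2-KO 2 and 5.96 without the libraries labelled WT 1 and WT 2, and that of V_H_11, 0.620, was 5.90 without the latter. V_H_6 was higher in TET2-KO than in WT B-1b cells, at 19.5 ± 0.48% against 10.2 ± 7.03% (exact permutation p = 0.0571, the smallest possible, adjusted p = 0.457). The WT libraries split, with 4.40 and 4.58% in those labelled WT 1 and WT 2 and 12.8 and 18.9% in WT 3 and WT 4.

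**Figure D1:**
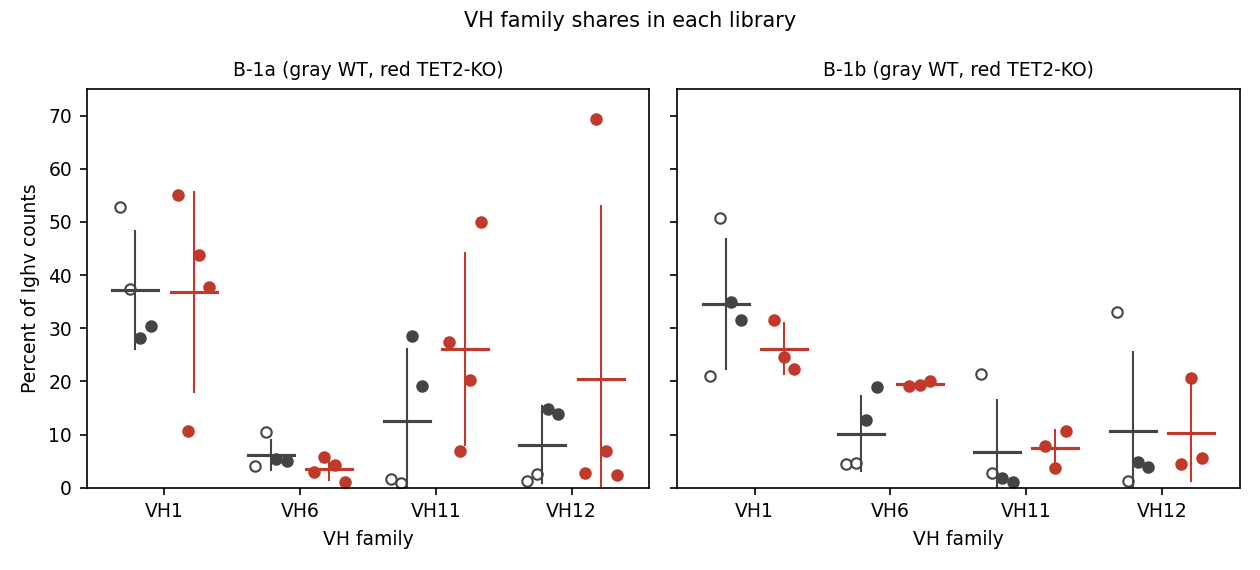
Percent of Ighv counts on 4 V_H_ families in each library of B-1a (left) and B-1b cells (right), WT in gray and TET2-KO in red, with horizontal lines at the mean, vertical bars of 1 SD that stop at 0, and open circles for the libraries labelled WT 1 and WT 2. TET2-KO 2 stands at 69.3% for V_H_12 in B-1a cells.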

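Of 16 V_H_ families, 7 had a lower share in every TET2-KO library of B-1a cells than in every WT library (two-sided exact permutation test, p = 0.0286 each, the smallest possible, adjusted p = 0.0653). These were V_H_2, V_H_3, V_H_9, V_H_10, V_H_13, V_H_14 and V_H_15. V_H_9 held 4.31 ± 1.37% of Ighv counts (SD, n = 4) in WT and 0.809 ± 0.506% (n = 4) in TET2-KO cells, V_H_10 3.77 ± 3.09% and 0.577 ± 0.302%, and V_H_14 3.29 ± 1.15% and 0.349 ± 0.0706%. V_H_2 and V_H_3 fell from 3.11% and 3.16% to 0.758% and 0.658%. V_H_13 and V_H_15 each held under 1% in both groups. In B-1b cells the smallest adjusted p over the V_H_ families was 0.457.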

There were also several reductions in V_H_ region usage in the B-1a cells from the TET2-KO mice, but these were regions of minimal usage and of unclear significance. 

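V_K_ family shares were taken in the same way, as the percent of Igkv counts. In B-1a cells, V_K_12 held 10.4 ± 5.73% (SD, n = 4) in WT and 40.9 ± 19.0% (n = 4) in TET2-KO libraries (two-sided exact permutation test, p = 0.0571, adjusted p = 0.104 over 20 families). V_K_14 held 13.2 ± 10.5% and 22.1 ± 10.2% (p = 0.314, same exact test), and this difference of 8.94 percentage points was 0.157 without the libraries labelled WT 1 and WT 2. V_K_1, V_K_3, V_K_8, V_K_10, V_K_15, V_K_16, V_K_17 and V_K_19 were each lower in every TET2-KO library than in every WT library (exact permutation p = 0.0286 each, the smallest possible, adjusted p = 0.0714). The means fell from 15.6% to 5.80% for V_K_1, from 8.47% to 2.59% for V_K_8, from 4.89% to 0.832% for V_K_17 and from 4.76% to 1.05% for V_K_3. The Igkv gene with most counts was Igkv12-89 in TET2-KO 1, TET2-KO 3 and TET2-KO 4, at 37.1, 55.6 and 45.5% of Igkv counts. In TET2-KO 2 it was Igkv5-48, at 36.8%. Both genes were singled out after their values were seen. In B-1b cells, V_K_12 held 7.71% in WT and 9.91% in TET2-KO libraries (exact permutation p = 0.114) and V_K_14 8.97% and 14.8%. The V_K_14 means rest on TET2-KO 3, with 26.1% against 4.85 and 13.5%, and on the library labelled WT 1, with 18.7% against 5.29 to 6.15%. Without TET2-KO 3, the difference of 5.84 percentage points was 0.194.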

We also analyzed differences in the specific V_K/L_–J_K/L_ gene regions of the light chain CDR3 sequence in B-1a and B-1b cells from TET2-KO or WT mice (**Supplementary Figure 9**) and similarly found differences in V_K_ and J_K_ usage predominantly in B-1a compared to B-1b cells. An analysis of kappa and lambda ratio revealed that there is more lambda light chain utilization in B-1b cells from TET2-KO mice compared to WT despite not reaching significance, while showing no difference in kappa/lambda ratio in B-1a cells (**Supplementary Figure 9E**).

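Lambda constant genes held 27.4 ± 5.24% of light chain constant counts (SD, n = 4) in WT and 39.7 ± 13.2% (n = 4) in TET2-KO B-1a cells (two-sided exact permutation test, p = 0.0857). The highest TET2-KO library, TET2-KO 2, held 58.8%, and without it the difference was 5.85 percentage points. In B-1b cells the share was 27.7 ± 6.29% (n = 4) in WT and 37.2 ± 3.41% (n = 3) in TET2-KO libraries (exact permutation p = 0.0571, the smallest possible). The B-1b difference was 4.11 percentage points without the libraries labelled WT 1 and WT 2.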

Circos plots (**Figures 7A–H**), measuring the relative frequency of each V-J pairing revealed a greater abundance of V_H_1-J _H_1, V_H_11-J _H_1, and V_H_12-J _H_4 in B-1a cells from TET2-KO mice compared to control (**Figure 7I**), suggesting that TET2 has an important role in specific V-J recombination of B-1a cells. These specific recombination events could be important for creating the over-representation of the specific CDR3s in B-1a cells from TET2-KO mice. The increase in V_H_12-J _H_4 pairing in TET2-KO mice was also seen in the B-1b cells but only constituted 5% of all pairings compared to over 20% in the B-1a cells (**Figures 7I–J**). These data are consistent with the loss of TET2 generating a more pronounced effect on the BCR in B-1a cells compared to B-1b cells.

**Figure 7:**
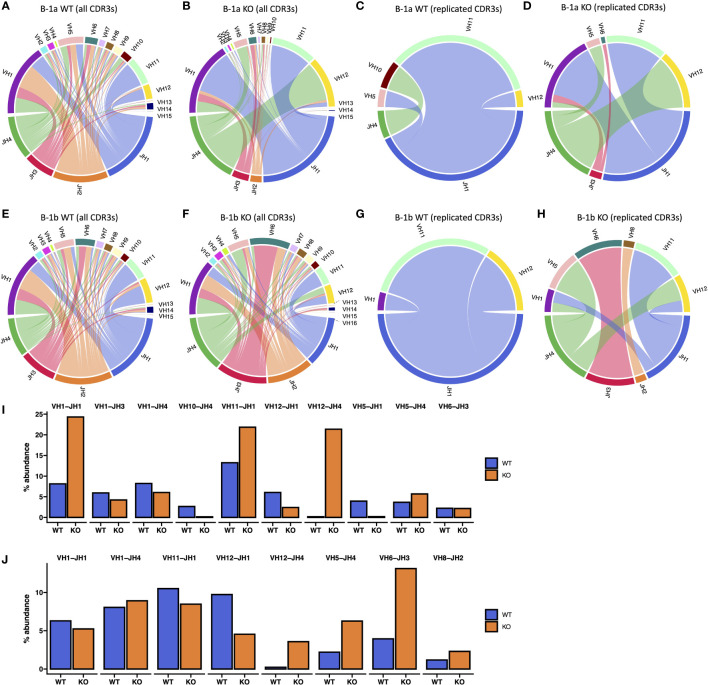
V-J Gene Association analysis of B-1a and B-1b cells from TET2-KO and WT mice. **(A-H)** Circos plot of V-J gene associations of CDR3 sequences identified by TRUST4 utilizing specific V-J gene segment pairs is displayed for B-1a cells from TET2-KO **(B, D)** and WT mice **(A, C)** from all CDR3 sequences **(A, B)** and replicated CDR3 sequences **(C, D)**. Circos plot of V-J gene associations of CDR3 sequences identified by TRUST4 utilizing specific V-J gene segment pairs is displayed for B-1b cells from TET2-KO **(F, H)** and WT mice **(E, G)** from all CDR3 sequences **(E, F)** and replicated CDR3 sequences **(G, H)**. Cables connect V and J gene segments that are observed together within the same CDR3 region, with the thickness of each cable indicating the relative frequency of each V-J pairing. **(I, J)** The abundance of V-J gene connections identified in replicated CDR3s presented as percent abundance of all CDR3 sequences in B-1a **(I)** and B-1b cells **(J)** from TET2-KO and WT mice. Each pair of bars represents the count of V-J associations combined from all samples. Blue and orange represent WT and TET2-KO mice, respectively. Sequences were pooled from mice from the same cell type and condition (n: B-1a: WT = 4, KO = 4, B-1b: WT = 4, KO = 3).

## Discussion

Murine B cells can broadly be divided into B-2 cells, which are derived from BM precursors and include conventional follicular and marginal zone B cells, and B-1 cells, which are largely fetal liver-derived and persist in adults through self-renewal (60, 62–65). These B cell subtypes are developmentally, functionally, and phenotypically distinct (7, 18, 66–70). Given their self-renewal capacity, we hypothesized that B-1 cells may be regulated by TET2, an epigenetic modulator that has been implicated in the clonal expansion of hematopoietic cells leading to disorders such as myelodysplastic syndromes (MDS) (30–34) and acute myeloid leukemia (AML) (27–30). Indeed, the results of the present study identified an important role for TET2 in regulating B cell numbers in specific niches. However, further studies are needed to determine if this is an effect intrinsic to the loss of TET2 specifically in B cells. Even if these findings are secondary to TET2 loss in another cell type, they still have potential relevance to diseases regulated by IgMs produced by B-1 cells such as infection (71–77), atherosclerosis (78–84), and obesity-related metabolic dysfunction (85, 86). Several human genetic variants of TET2 with loss of function have been identified (87–89) and these could have a broad impact similar to global TET2 deletion in mice, resulting directly or indirectly in modulating the anti-inflammatory effects of IgM-producing B cells.

B-1 cells have been shown to have important roles in the first line of defense against pathogens (71–77) and in mediating a reduction of inflammation (8, 16, 60, 78, 85, 90). One of the major mechanisms mediating this effect is their production of IgM that can recognize pattern-associated molecular pattern (PAMPs) and danger-associated molecular patterns (DAMPs) such as phosphorylcholine on the cell wall of *Streptococcus pneumoniae* (73, 77, 91) and oxidation-specific epitopes (OSEs) on lipoproteins (92, 93). OSEs on lipoproteins and apoptotic cells can fuel disease-associated inflammation (93, 94) and IgM to these neoepitopes can inhibit their induction of inflammatory responses (95, 96). Our study presents novel findings that the global loss of TET2 increased B-1 cell number, circulating IgM level, and BCR specificity, all factors that could affect the immune response against PAMPs and DAMPs.

The first major phenotype we observed due to the global loss of TET2 was an elevation in the frequency and number of all B cell subtypes in the peritoneal cavity (**Figures 1G, J**). Yet, in the specialized niches that promote B cell effector function, such as antibody production, only the frequency of B-1a cells in the BM (**Figure 1H**), and B-1b frequency and number in the spleen (**Figures 1I, L**), were higher in the TET2-KO compared to WT mice. The mechanism responsible for these subset and niche-specific increases in cell number remains unclear and requires further study to determine if proliferation, increased cell survival, or migration are responsible. As B-1a cells self-renew like hematopoietic stem cells (HSCs) (15, 63, 97–100), and this self-renewal property is enhanced in HSCs with TET2-KO (24, 25, 30, 34, 101, 102), enhanced self-renewal of B-1a cells from TET2-KO animals may explain the increase in B-1a cells in the peritoneal cavity.

The genes and pathways that were different in B-1 cells from TET2-KO mice compared to control, particularly in the B-1a cells, were immunoglobulin-related and they were expressed at a lower level (**Figures 2C**, **3**). There was a predominance of kappa light chain genes that were less expressed, in addition to several V_H_ genes, leading us to hypothesize that loss of TET2 may be limiting the expression of certain variable region genes, which allows for specific antigen recognition of foreign or neo-antigens (15, 103–106). 

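Among the V genes tested in B-1a cells, 5 kappa chain genes and 1 heavy chain gene had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igkc, the kappa constant gene, fell from 20032 ± 2713 to 12991 ± 1806 CPM (SD, n = 4 each), a log2 fold change of -0.62 (standard error 0.18, adjusted p = 0.388 from the same test). All immunoglobulin genes together held 5.90 ± 0.48% of the counts of WT and 5.02 ± 1.23% of those of TET2-KO B-1a libraries (two-sided exact permutation test, p = 0.200). In B-1b libraries they held 5.91% and 5.22% (exact permutation p = 0.457). With counts divided by gene length, the differences were -2.29 percentage points in B-1a and -1.84 in B-1b libraries, instead of -0.88 and -0.69. From the lower expression of kappa light chain genes and of several V_H_ genes, the paper proposes that loss of TET2 may limit the expression of certain variable region genes.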

To further investigate those differences, we performed BCR analysis using our RNASeq data.

Historically, BCR identification from sequencing was facilitated by well-established algorithms like MiXCR (107) or BALDR (108) using V-D-J enriched or single-cell RNASeq data. However, the associated costs and impracticality of research studies focusing on low-frequency cell populations were limiting factors for broader application. The introduction of the TRUST4 algorithm by Song et al. (57) enabled the accurate detection of BCR and TCR repertoire from bulk RNASeq data. This innovation diminished the financial burden of data generation and allowed for the re-utilization of previously generated data, limiting redundancy and resources required for BCR/TCR analysis and providing opportunities for potential clinical applications. While the results are not at single-cell resolution, they offer valuable insight into the diversity of immune cell receptor repertoire and specificity. To date, a limited number of studies have performed an analogous analysis in bulk RNASeq data (109–111).

The constant region of the BCR determines the effector function of the antibody. There were no differences in the transcript expression levels of antibody isotypes IgG, IgD, and IgA (**Figure 4A**). However, there was a statistically significant increase in transcript expression of IgM, the main isotype produced by B-1 cells (10, 16, 90, 112), in the B-1a cells from TET2-KO compared to WT mice suggesting that TET2 may inhibit factors responsible for encoding the constant region downstream of the V region on chromosome 14 that determines antibody isotype or TET2 may limit isotype switching in B-1a cells (**Figure 4B**). These data are consistent with no changes observed in the circulating IgG level while there was an increase in circulating IgM in the TET2-KO mice compared to the control. We could not conclude if the increase in total IgM was due to increased IgM secretion on a per-cell basis or due to the increase in overall cell number (**Figure 4C**). However, increased IgM levels could also be due to the increase in B-1 numbers in the spleen and bone marrow. Additionally, there was an increase in MZB cell number in the spleens from TET2-KO mice compared to WT, another potential source of IgM from TET2-KO and WT mice (**Supplementary Figure 6**).

While much more has been documented about the role of the heavy chain variable region, specifically the CDR3 of the BCR, less is known about the purpose of the light chain regarding its role in binding antigens (59, 106, 113–118). A study by Lio et al. revealed that double knockout of TET2 and TET3 in the early B cell stage impaired rearrangement at the Igκ locus (23). Our findings support previous research by detecting the lower expression of many Igκ genes, and indeed, while not reaching significance, overall kappa immunoglobulin usage is reduced in B-1b cells, but surprisingly not B-1a cells from TET2-KO mice compared to WT (**Supplementary Figure 9E**). There was also a significant reduction in the number of unique CDR3 sequences in B-1a cells and a trending reduction in B-1b cells from TET2-KO mice compared to WT (**Figure 2**; **Supplementary Figure 8**). Consistent with the reduced variety of CDR3 sequences, there is a higher number of replicated sequences in the light chain observed in the B-1a cells from the TET2-KO mice compared to WT, and the effect was also observed in B-1b cells to a lesser extent (**Supplementary Figure 8**). These data suggest that the BCR repertoire in the light chains of B-1a cells is more sensitive to loss of TET2 than in B-1b cells.

B-1a cells from TET2-KO mice had significantly fewer unique CDR3 sequences with 72% of the total CDR3 sequences representing replicates, suggesting that loss of TET2 impacts the diversity of antigen specificity in B-1 cells, particularly B-1a cells (**Figure 5B**). The more marked lack of antigen diversity in the B-1a cells from TET2-KO mice is consistent with B-1a cells predominantly originating from the fetal liver and persisting through self-renewal, and a role for TET2 in promoting expansion of rapidly self-renewing cells. While our study isolated B cells from the global TET2-KO and WT mice, it must be considered that the effects of loss of TET2 in other cells, such as cytokine-secreting macrophages, could be playing a role in influencing the selection of the B cell repertoire. Additionally, the presence of IgM itself can influence the selection of the B cell repertoire (119). In an analysis of V_H_–D_H_–J_H_ gene regions of the heavy chain, our data suggest that the restricted associations of V_H_–D_H_–J_H_ gene regions in the B-1a cells from TET2-KO mice could be responsible for the reduction in the number of unique CDR3 sequences. A study by Wong et al. identified a pathway whereby B-1a cells can bypass the need for a pre-BCR and generate a mature, albeit somewhat self-reactive, BCR directly (120). 

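In the B-1a library TET2-KO 2, Ighv12-3 held 31841 of 45966 Ighv counts, all of the V_H_12 counts of that library. V_K_4 held 16.6 ± 6.09% of Igkv counts (SD, n = 4) in WT and 8.38 ± 3.77% (n = 4) in TET2-KO B-1a cells (two-sided exact permutation test, p = 0.0857, adjusted p = 0.143 over 20 families). The share was 11.6 and 11.7% in the libraries labelled WT 1 and WT 2, and 19.1 and 24.1% in WT 3 and WT 4. The TET2-KO libraries lay between 5.22 and 13.4%. Igkv4-91, the V_K_4 gene chosen for its share after the values were seen, held 10.1% of Igkv counts in TET2-KO 2. In TET2-KO 1, TET2-KO 3 and TET2-KO 4 it held 2.33, 3.65 and 5.55%. It held 11.7 and 17.3% in WT 3 and WT 4, and 2.07 and 4.19% in the libraries labelled WT 1 and WT 2. In B-1b cells V_K_4 held 19.7% in WT and 13.8% in TET2-KO libraries (exact permutation p = 0.686), with 40.6% in the library labelled WT 1, and the difference changed sign, from -5.90 to 0.250 percentage points, without the libraries labelled WT 1 and WT 2. Counts per gene do not show which heavy and light chains pair in a cell.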

The V_H_12/V_K_4 pairing is typical for binding phosphatidylcholine, a lipid present in many bacteria membranes, and while V_H_12 frequency of use is increased in B-1a cells from TET2-KO mice, V_K_4 frequency of use is lower in B-1a cells from TET2-KO mice compared to WT (**Supplementary Figure 8, 9**) (120). It should be noted that both V_H_11 and J_H_1 are associated with early fetal characteristics, which supports the potential enhancement of self-renewal that loss of TET2 regulation may foster (18, 65, 69, 115). Our CDR3 and VDJ association data from the heavy chain provide further evidence in addition to the light chain data that B-1a cells are more profoundly impacted by global loss of TET2 compared to B-1b cells. The reason for this remains to be determined but may be due to the expression of CD5 by B-1a cells, given that studies have shown many of the malignant B cell samples with loss of TET2 express CD5 (101, 121, 122), but this connection requires further study.

Taken together, our data reveals that loss of TET2 influences IgM level and BCR repertoire, particularly in B-1a cells, which are key producers of natural IgM. Alteration to the antigen-specificity or abundance of B-1a-produced IgM may have consequences in the response to PAMPs and DAMPs and in regulating antigen-driven inflammation. Our data demonstrating that loss of TET2 increased B-1 cell subset numbers in antibody-producing niches and reduced CDR3 diversity suggests that TET2 may regulate the pool of antigen-specific IgM produced by B-1 cells (**Figure 8**) and underscores the need for further study of the impact and mechanisms whereby TET2 regulates B-1 cells, especially in the context of infection and diseases involving chronic inflammation.

**Figure 8:**
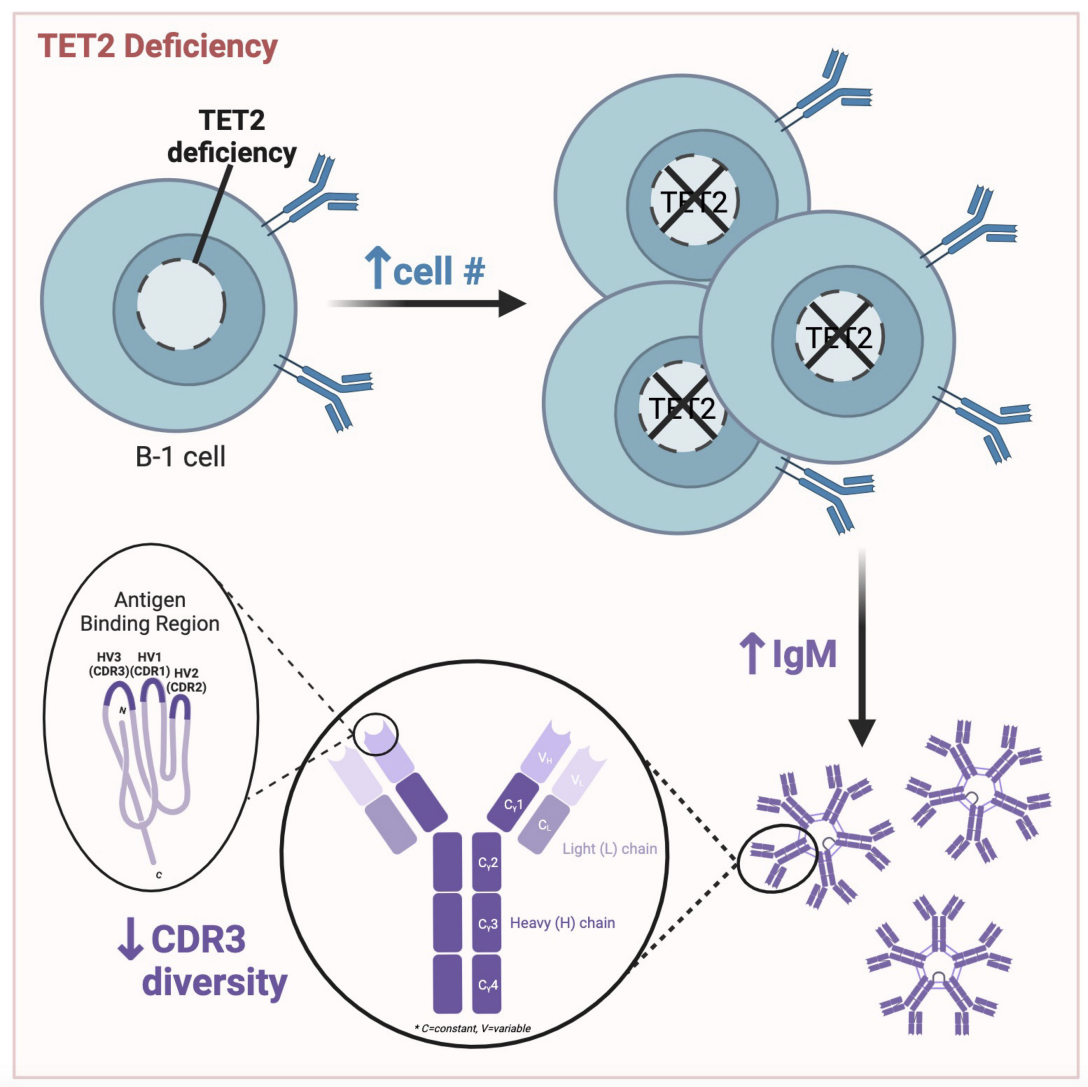
Graphical abstract of key findings. Peritoneal B cell number is increased, circulating IgM levels are elevated, and CDR3 sequence diversity is reduced in mice null for TET2 compared to WT mice. Figure made with BioRender.

## Data availability statement

The RNA sequencing data presented in the study is publicly available in GEO repository under GSE254998 accession (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254998).

## Ethics statement

The animal study was approved by UVA Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

ED: Conceptualization, Formal Analysis, Funding acquisition, Investigation, Visualization, Writing – original draft, Writing – review & editing. MMu: Data curation, Formal Analysis, Funding acquisition, Investigation, Visualization, Writing – original draft, Writing – review & editing. CB: Investigation, Writing – review & editing. MMa: Investigation, Writing – review & editing. KR: Investigation, Writing – review & editing. TP: Writing – review & editing. JD: Writing – review & editing. LE: Writing – review & editing. CB: Writing – review & editing, Funding acquisition. SB: Supervision, Writing – review & editing. CM: Conceptualization, Funding acquisition, Supervision, Writing – review & editing.

# Supplementary material for: Loss of TET2 increases B-1 cell number and IgM production while limiting CDR3 diversity
**Source:** Front Immunol. 2024 Mar 27;15:1380641. doi: 10.3389/fimmu.2024.1380641
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **Loss of TET2 increases B-1 cell number and IgM production while limiting CDR3 diversity**

**Emily Dennis<sup>1,2,†</sup>, Maria Murach<sup>1,3,†</sup>, Cassidy M.R. Blackburn<sup>1</sup>, Melissa Marshall<sup>1</sup>, Katherine Root<sup>1</sup>, Tanyaporn Pattarabanjird<sup>1</sup>, Justine Deroissart<sup>4</sup>, Loren D. Erickson<sup>1,2</sup>, Christoph J. Binder<sup>4</sup>, Stefan Bekiranov<sup>1,3</sup>, and Coleen A. McNamara<sup>1,5,\*</sup>**

† These authors share first authorship

Coleen A. McNamara

## Supplementary Figures

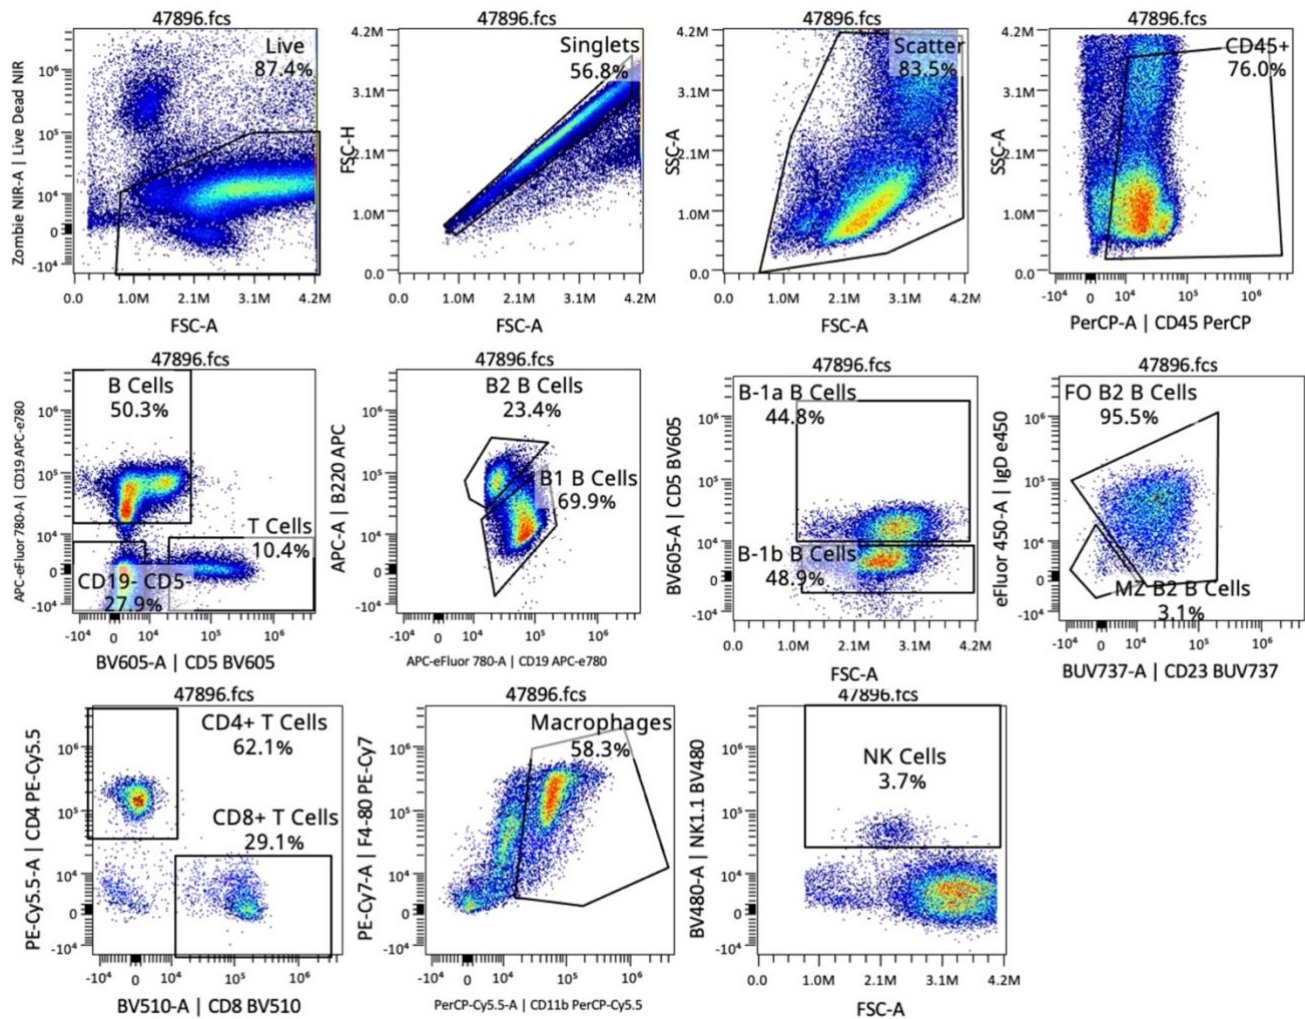

**Supplemental Figure 1.** Gating strategy for immunophenotyping the peritoneal cavity, bone marrow, and spleen of TET2-KO and WT mice. Representative plots are displayed from a peritoneal sample. B cells were defined as CD45+ CD19+; T cells were defined as CD45+ CD5+ CD19-; Macrophages (Macs) were defined as CD45+ CD5- CD19- F4-80+ CD11b+; and NK cells were defined as CD45+ CD5- CD19- NK1.1+.

## B-1a Purity Check

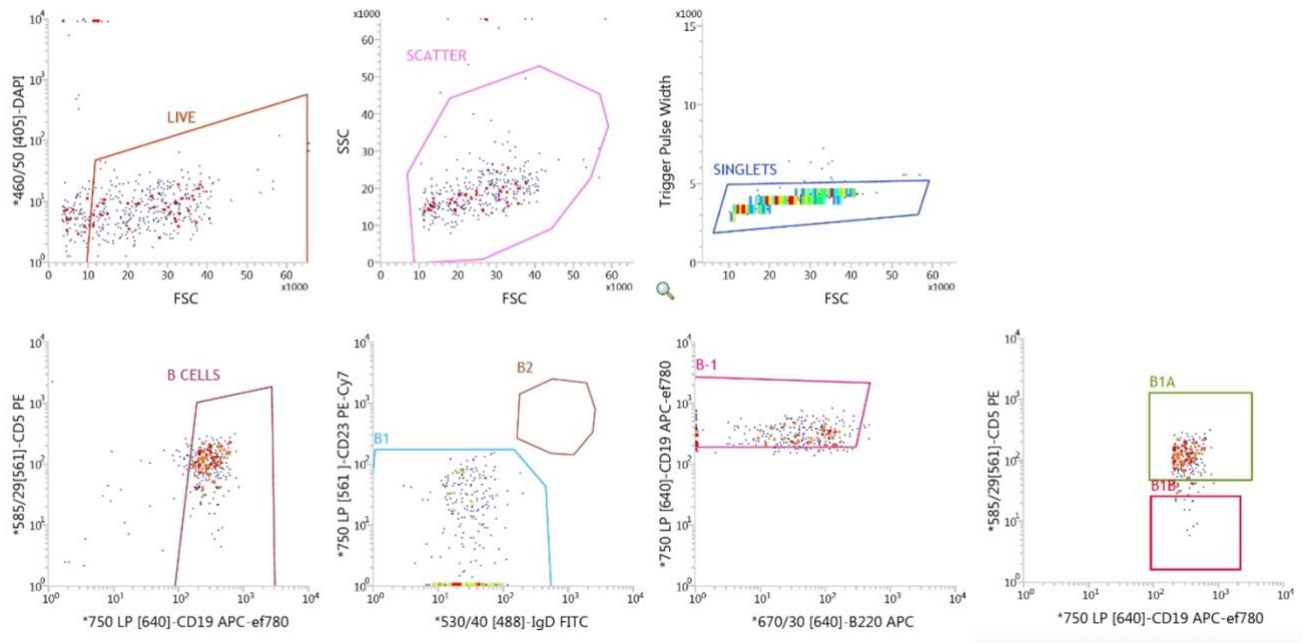

## B-1b Purity Check

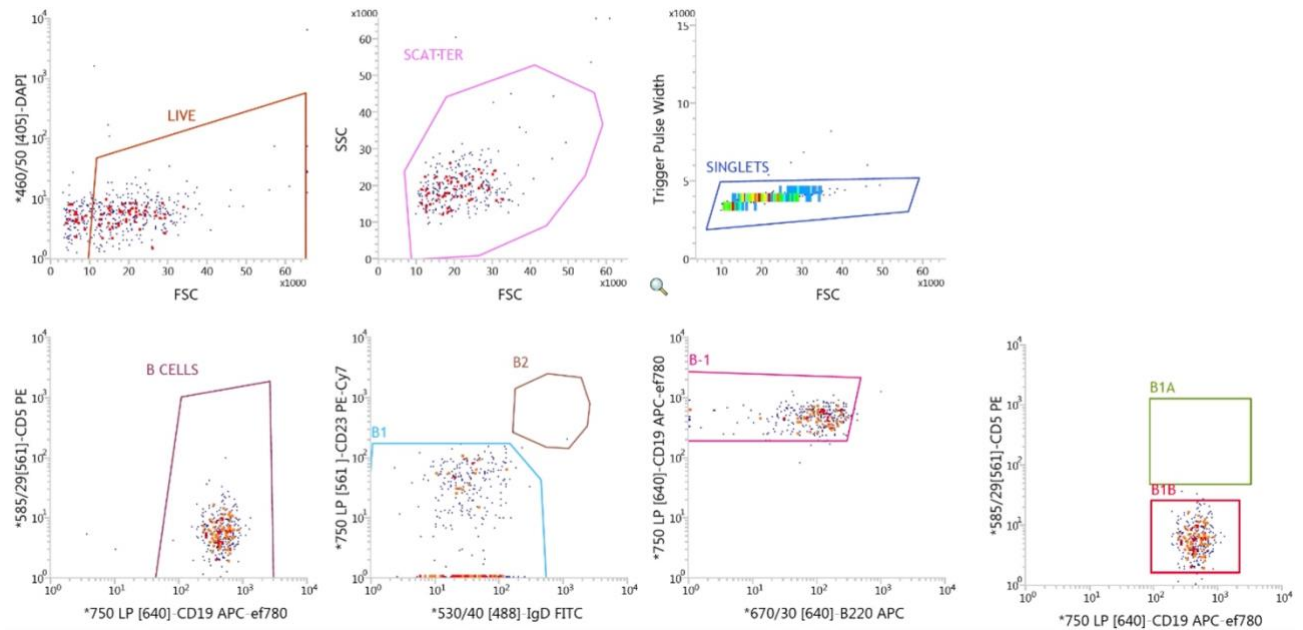

**Supplemental Figure 2.** Purity checks for B-1a (top) and B-1b cell (bottom) FAC-sort. We used the following gating strategy: live → scatter → singlets → total B cells → CD23lo IgDlo B-1 cells → B220lo B-1 cells → CD5+ B-1a cells or CD5- B-1b cells.

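Cd5 and Fcer2a, which encodes CD23, were read in each library as CPM without further normalization. In B-1a cells, Cd5 was 4.39 and 1.41 in the libraries labelled WT 1 and WT 2, 18.3 and 21.7 in WT 3 and WT 4, and 16.7 to 23.3 in the TET2-KO libraries. In B-1b cells, it was 14.0 in the library labelled WT 1, 2.08 to 2.78 in the other WT libraries, and 2.87 to 6.03 in the TET2-KO libraries. Fcer2a was 694 in the B-1a library labelled WT 1 and 519 in the B-1b library labelled WT 2, against 5.08 to 25.6 in the other B-1a libraries and 13.0 to 76.1 in the other B-1b libraries. The log2 fold change of Cd5 in B-1a over B-1b cells was 0.93 in WT (standard error 0.73, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.27 in TET2-KO cells (standard error 0.84, adjusted p = 0.796 from the same test), with the libraries taken as independent.

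**Figure D2:**
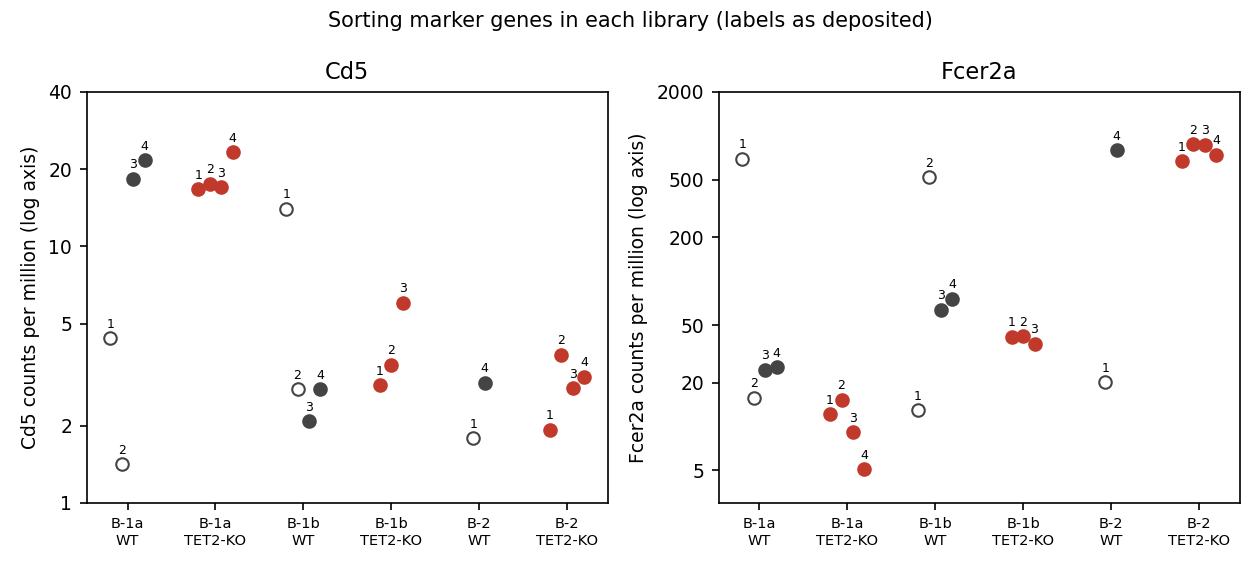
CPM (log axis) of Cd5 (left) and Fcer2a (right) in each library by subset and genotype, with the replicate number above each point, WT in gray, TET2-KO in red and open circles for the libraries labelled WT 1 and WT 2. Fcer2a stands at 694 and 519 in the B-1a library labelled WT 1 and the B-1b library labelled WT 2, and Cd5 at 14.0 in the B-1b library labelled WT 1.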

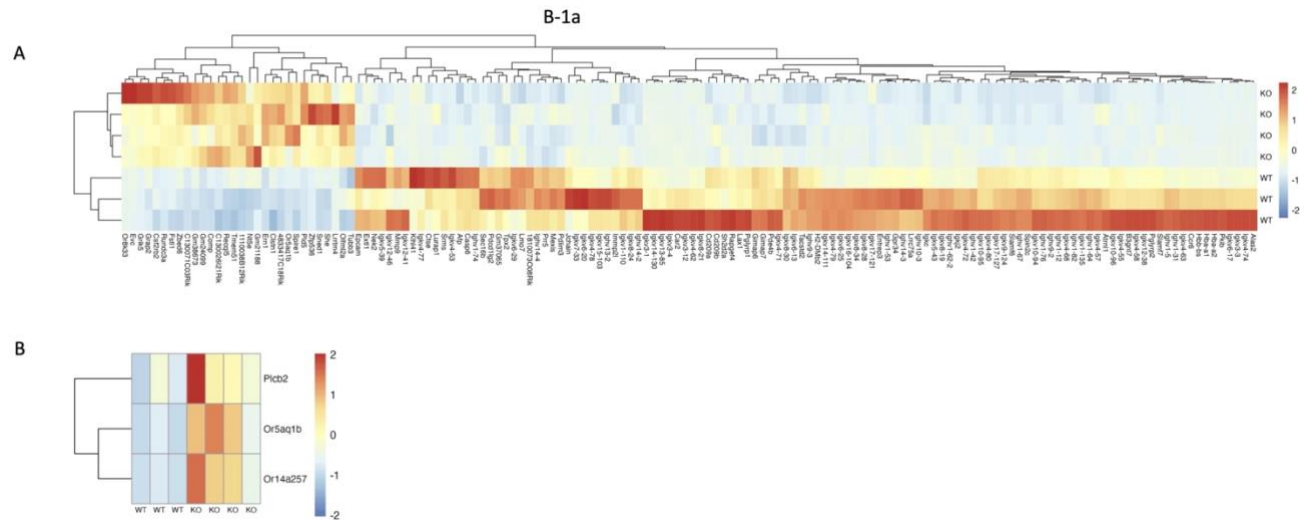

**Supplemental Figure 3.** Differentially expressed genes in B-1a cells from TET2-KO and WT mice. (A) Scaled expression of all differentially expressed in B-1a cells from TET2-KO and WT mice. Each column corresponds to a gene, and each row represents a sample from WT or TET2-KO. The expression was scaled for each gene (from -2 to 2) and is represented by red for high and blue for low expression values. (B) Scaled expression of differentially expressed genes related to sensory perception of smell/sensory perception of chemical stimulus/olfactory receptor activity pathways.

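The volcano plot of Figure 2C and the heatmaps of Figures 3B and 3C and of Supplementary Figures 3A and 3B name 155 genes of B-1a cells together, of which 151 were matched by symbol and 141 had enough counts to be tested. All 141 changed in the direction these figures show, 120 lower and 21 higher in TET2-KO libraries. Adjusted over the list alone, all 141 had an adjusted p under 0.05 from edgeR's quasi-likelihood test. Adjusted over all genes tested, 6 of the 141 did. With DESeq2, which also tests genes with low counts, 134 of the 151 matched genes did. Since the list was chosen on these libraries, the adjustment over the list alone is not independent evidence. Without the libraries labelled WT 1 and WT 2, 145 genes could be tested, all with the same direction, and 0 passed over all genes tested.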

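Or5aq1b and Or14a257, olfactory receptor genes of this panel, had too few counts to be tested. Or5aq1b was at 0.24, 1.41, 1.05 and 1.12 CPM in the TET2-KO libraries of B-1a cells, at 0.12 and 0.15 in WT 3 and WT 4, and had no counts in the libraries labelled WT 1 and WT 2. Or14a257 was at 0.48 ± 0.27 CPM (SD, n = 4) in TET2-KO cells and had at most 1 count in a WT library. Plcb2, which encodes a phospholipase, was at 20.2 ± 2.62 in WT and 27.7 ± 7.00 in TET2-KO cells (n = 4 each), a log2 fold change of 0.46 (standard error 0.20, adjusted p = 0.626 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).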

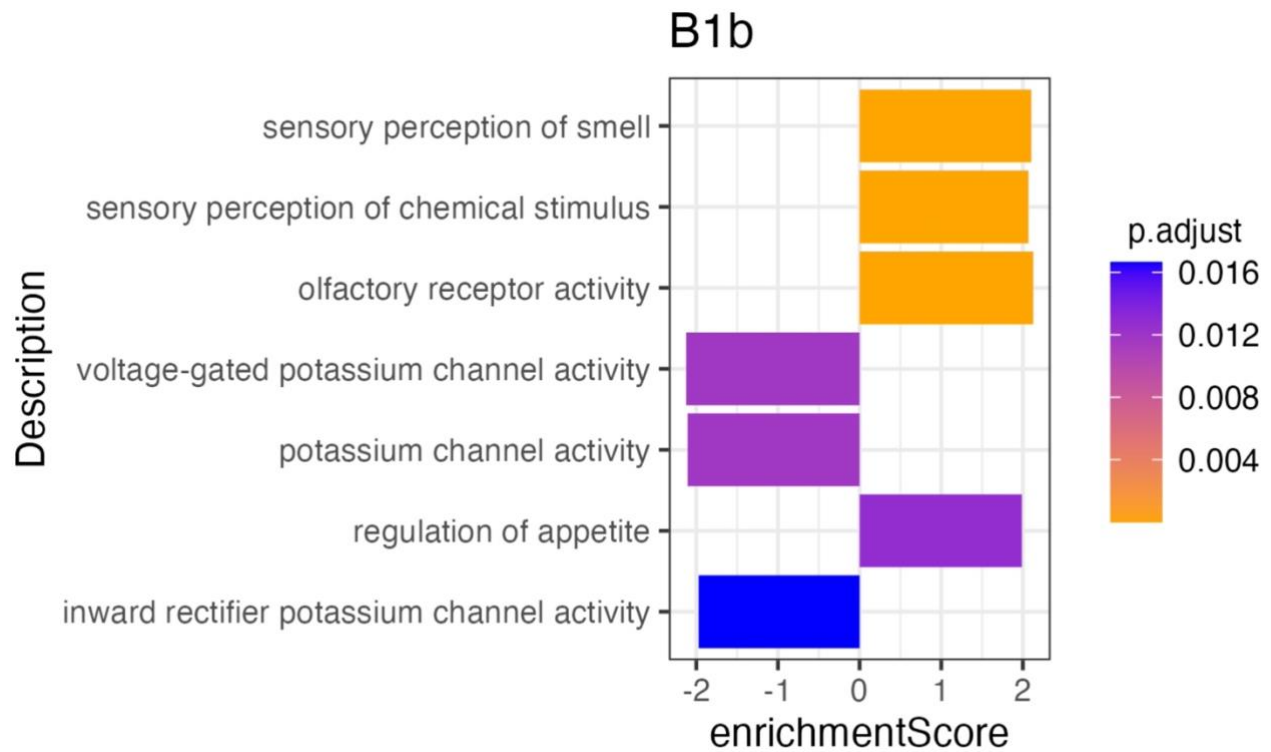

**Supplemental Figure 4.** Pathway analysis on differentially expressed genes in B-1b cells from TET2-KO and WT mice. Plot of enrichment scores from Gene Set Enrichment Analysis on differentially expressed genes in B-1b cells from TET2-KO and WT mice. The axis represents the enrichment score (ES). Higher scores indicate greater enrichment of the gene set at one end of the ranked list of genes. ES measures the degree to which a gene set is overrepresented at the extremes of the entire ranked list. Enrichment scores are colored based on FDR-adjusted p-values.

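Of 26 potassium channel genes tested in B-1b cells, 15 were lower in TET2-KO libraries, with a median log2 fold change of -0.22 (adjusted p = 0.485 from camera). The median was 0.095 when genes with low counts were kept, and it ranged from -0.20 without TET2-KO 3 (adjusted p = 0.0250 from camera) to 0.043 without TET2-KO 1 with each library left out in turn.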

## B1b Differentially expressed genes

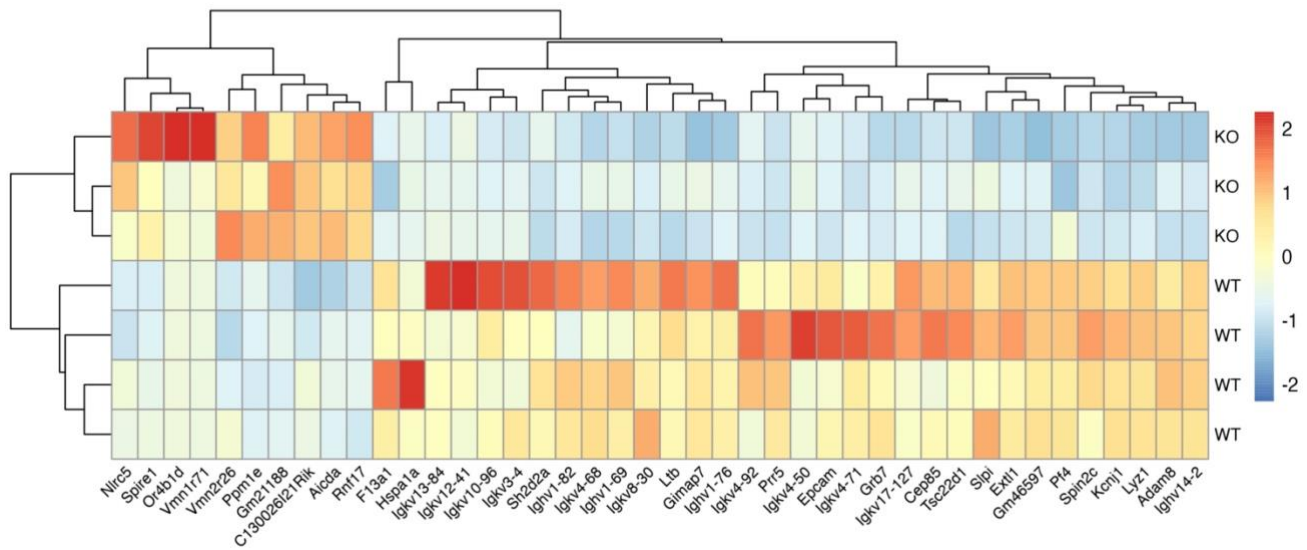

**Supplemental Figure 5.** Differentially expressed genes in B-1b cells from TET2-KO and WT mice. Scaled expression of differentially expressed in B-1b cells from TET2-KO and WT mice. Each column corresponds to a gene, and each row represents a sample from WT or TET2-KO. The expression was scaled for each gene (from -2 to 2) and is represented by red for high and blue for low expression values.

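The heatmap of B-1b genes lists 42 genes, of which 40 were matched by symbol and 38 had enough counts to be tested. All 38 changed in the direction the heatmap shows, 32 lower and 6 higher in TET2-KO libraries. Adjusted over the list alone, all 38 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, which is not independent evidence, since the list was chosen on these libraries. Adjusted over all genes tested, 0 of the 38 did. With DESeq2, which also tests genes with low counts, 33 of the 40 matched genes did. Ighv14-2 fell from 44.9 ± 1.83 CPM (SD, n = 4) in WT to 12.6 ± 4.42 (n = 3) in TET2-KO cells, a log2 fold change of -1.83 (standard error 0.25, adjusted p = 0.176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).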

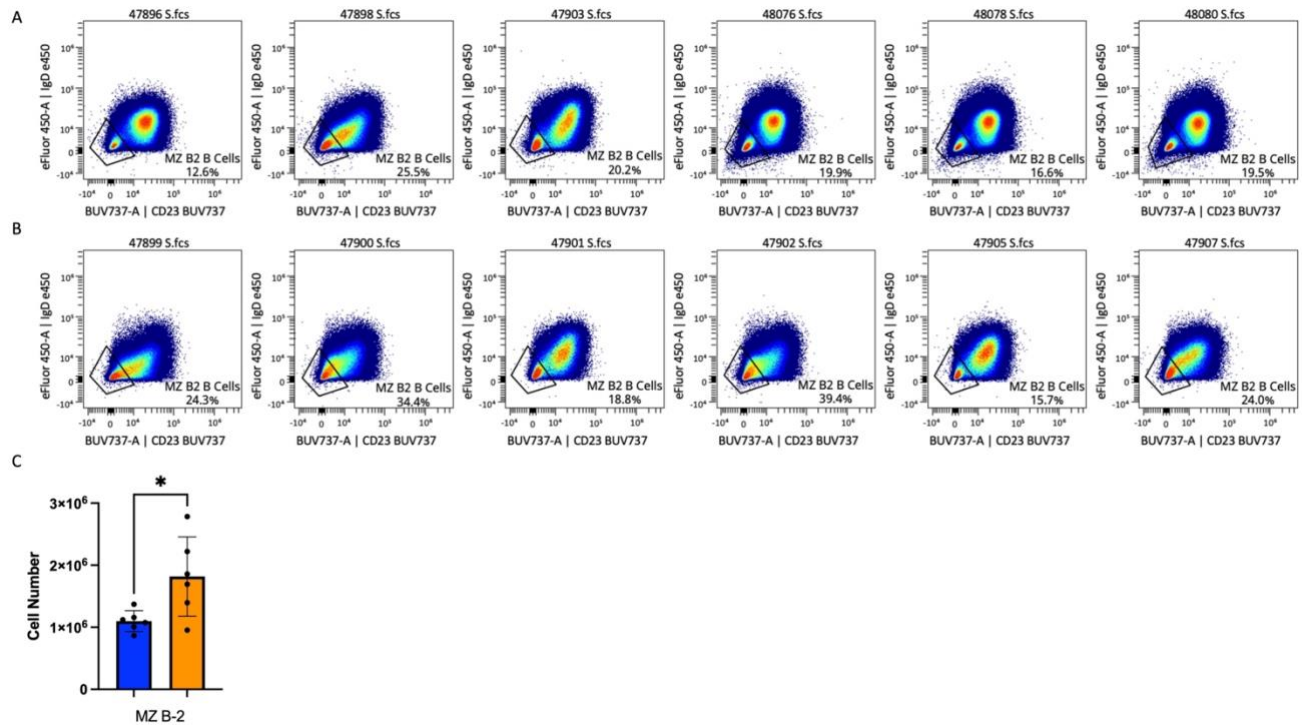

**Supplemental Figure 6.** Flow cytometry analysis of splenic Marginal Zone B-2 (MZB) cell population from TET2-KO and WT mice. (**A**, **B**) Density scatterplots display MZB cells from the spleens of TET2-KO (**B**) and WT mice (**A**). The gate percentage displayed on the plot is from the total B-2 cell population. (**C**) Bar chart displaying the total number of MZB cells from the spleens of TET2-KO and WT mice. Blue and orange represent WT (n = 6) and TET2-KO mice (n = 6), respectively. Statistical significance was assessed using the Mann Whitney Signed Rank Test between WT and KO conditions (\* p < 0.05).

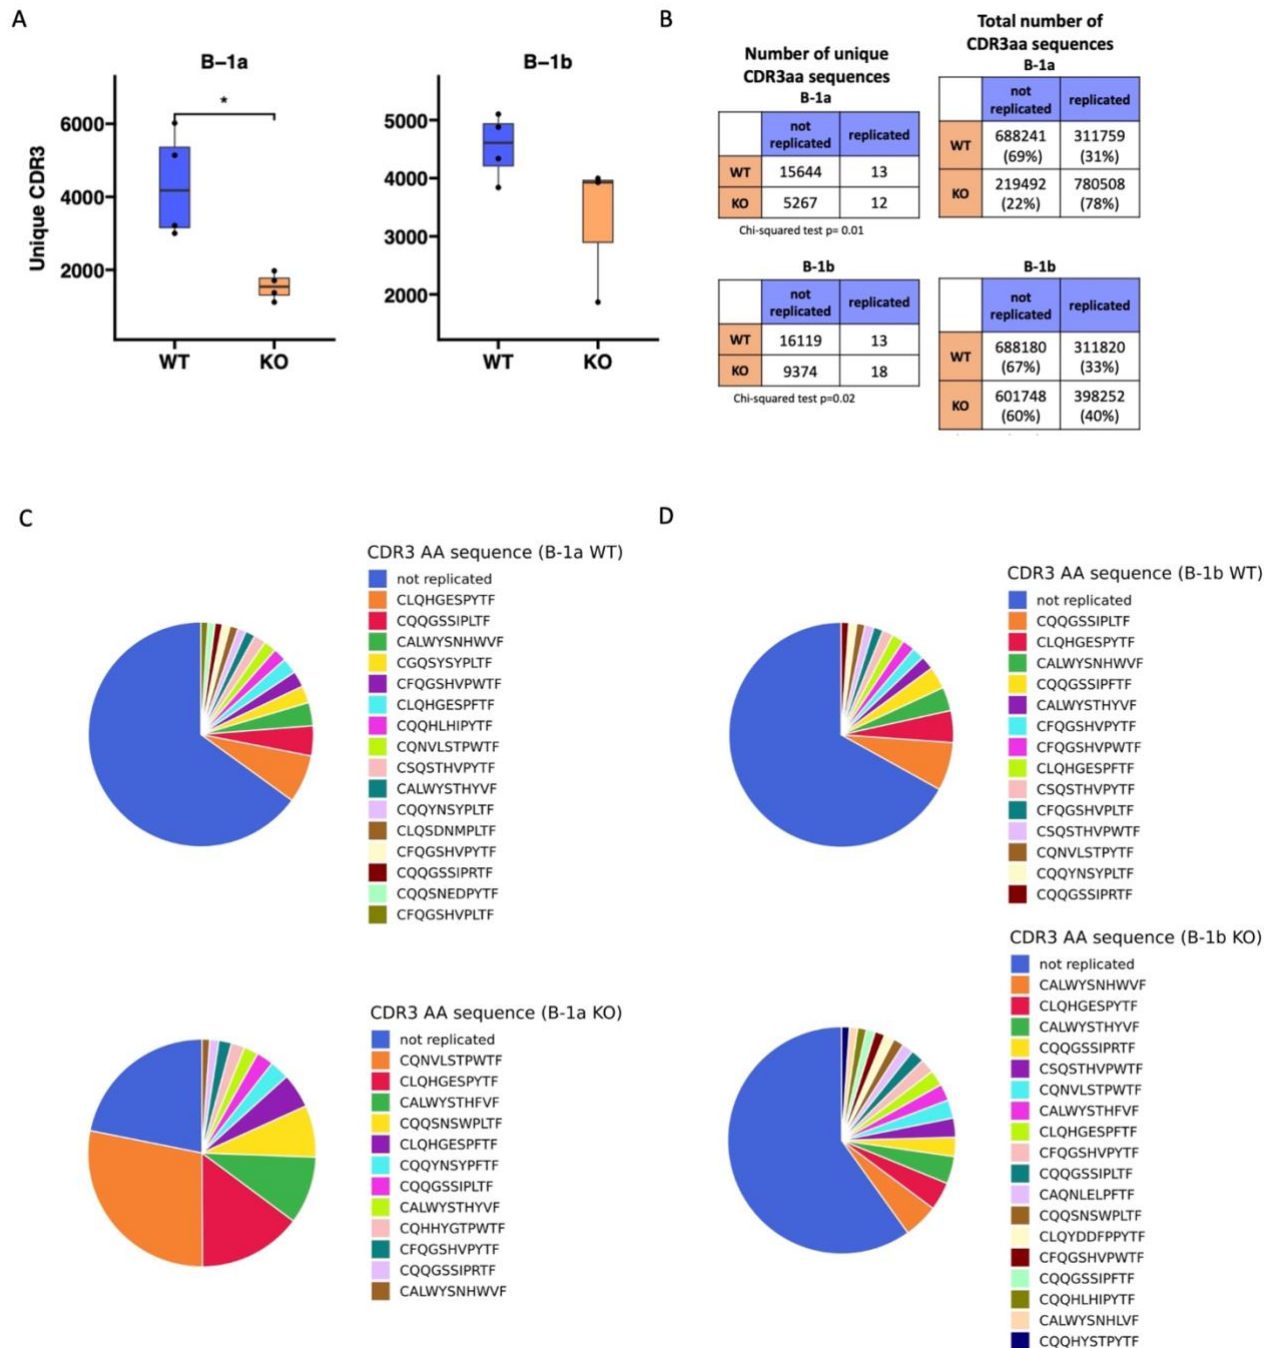

**Supplemental Figure 7.** Light chain CDR3 sequence analysis in B-1a and B-1b cells from TET2-KO and WT mice. **(A)** The number of unique CDR3 sequences identified by TRUST4 in B-1a and B-1b cells from TET2-KO and WT mice. **(B)** Contingency tables derived to assess the association between the number of unique CDR3 amino acid sequences (**left**) and total number of unique CDR3 amino acid sequences (**right**) with the mutant status of the mice (i.e., WT or TET2-KO) in B-1a (**top**) and B-1b cells (**bottom**). Chi-squared test was used to assess the significance of these associations. **(C, D)** Annotated pie charts depicting the proportion of CDR3 sequences that are unique and the sequence and proportion of the replicated sequences in B-1a (**C**) and B-1b (**D**) cells from WT (**top**) and TET2-KO mice (**bottom**). Statistical significance was assessed using the Mann Whitney Signed Rank Test between WT and KO conditions (\*  $p < 0.05$ ).

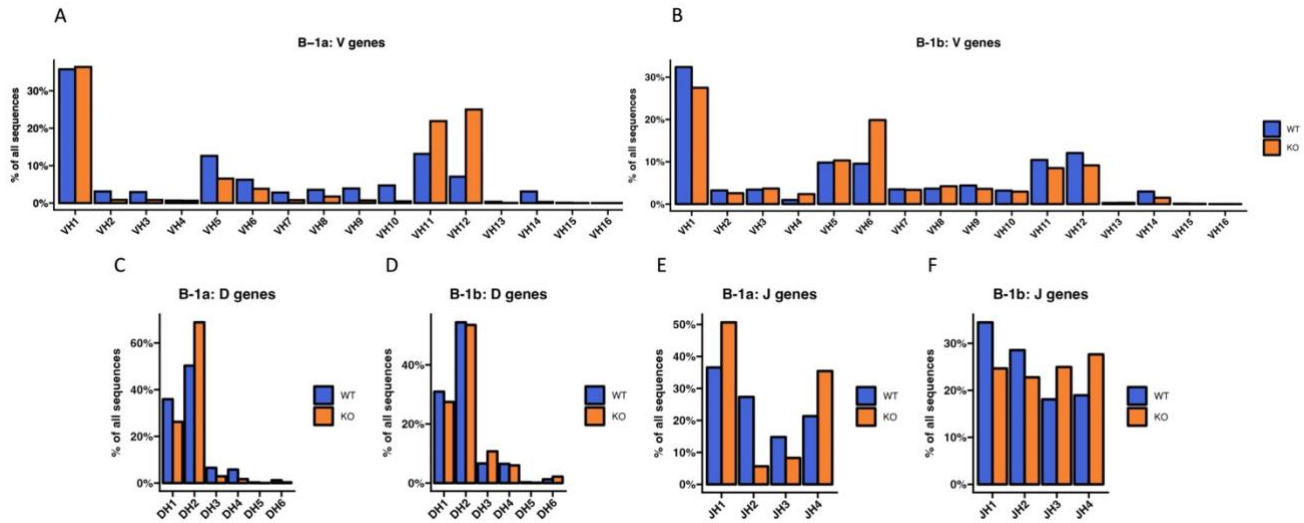

**Supplemental Figure 8.**  $V_H$  -  $D_H$  -  $J_H$  analysis of B-1a and B-1b cells from TET2-KO and WT mice. (A-F) The percentage of CDR3 sequences identified by TRUST4 utilizing V segments is displayed for B-1a (A) and B-1b cells (B), D segments for B-1a (C) and B-1b cells (D), and J segments for B-1a (E) and B-1b cells (F) from TET2-KO and WT mice. Each pair of bars represents the distribution of frequency values for a specific V, D, or J gene based on pooled gene frequencies from mice from the same cell type and condition. Blue and orange represent WT and TET2-KO mice, respectively.

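The panels give the percent of CDR3 sequences, assembled from reads and pooled over mice, whereas counts per gene weigh each transcript and include transcripts without a complete CDR3. Ighj counts were few, with 179 to 619 per B-1a library and 275 to 612 per B-1b library. A fragment that overlaps a J gene and another gene is not counted. The shares below may therefore not stand for J use in rearranged transcripts. In B-1a cells, J_H_1 held 48.1 ± 13.5% of Ighj counts (SD, n = 4) in WT and 66.8 ± 12.3% (n = 4) in TET2-KO libraries (two-sided exact permutation test, p = 0.0857, adjusted p = 0.114 over 4 genes). J_H_2 held 9.83 ± 3.29% and 2.62 ± 1.82%, and J_H_3 11.4 ± 2.29% and 5.03 ± 0.69%, both lower in every TET2-KO library (p = 0.0286, the smallest possible, adjusted p = 0.0571, same exact test). J_H_4 held 30.6 ± 10.4% and 25.6 ± 10.7% (exact permutation p = 0.543). The J_H_4 difference changed sign without the libraries labelled WT 1 and WT 2, where its share was 42.2 and 36.0%, and went from -5.03 to 3.48 percentage points, and that of J_H_1 was 8.13 instead of 18.7. In TET2-KO 2, J_H_1 held 48.3% (95% confidence interval 42.0 to 54.6%) and J_H_4 41.6%, against 72.0 to 73.7% and 18.9 to 21.2% in the other TET2-KO libraries. In B-1b cells J_H_1 held 44.0% in WT and 36.9% in TET2-KO libraries. The WT mean rests on the library labelled WT 1, at 66.2% against 34.9 to 37.5% in the others, and the difference of -7.15 percentage points was 0.233 without it. J_H_3 held 10.8% and 15.1% (exact permutation p = 0.0571, the smallest possible, adjusted p = 0.229).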

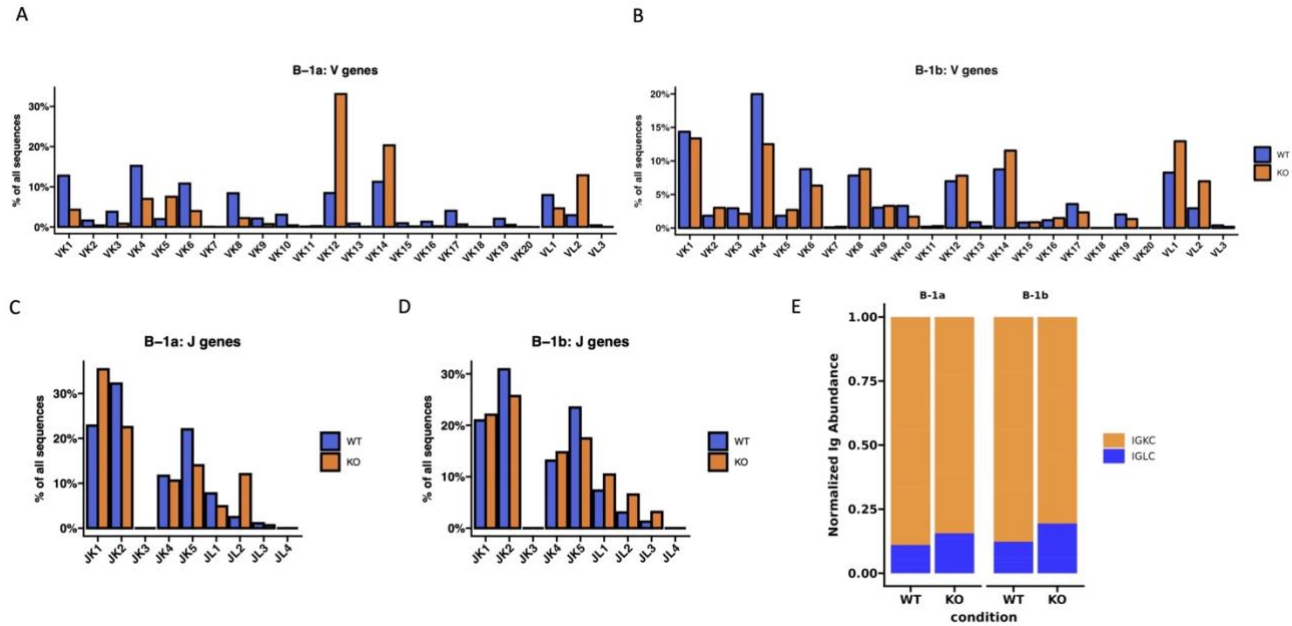

**Supplemental Figure 9.**  $V_{K/L} - J_{K/L}$  and kappa/lambda analysis of B-1a and B-1b cells from TET2-KO and WT mice. **(A-D)** The percentage of CDR3 sequences identified by TRUST4 utilizing V segments is displayed for B-1a **(A)** and B-1b cells **(B)** and J segments for B-1a **(C)** and B-1b cells **(D)** from TET2-KO and WT mice. **(E)** Bar chart showing the distribution of kappa and lambda usage identified by TRUST4 in B-1a and B-1b cells from TET2-KO and WT mice. Each pair of bars represents the distribution of frequency values for a specific V or J gene based on pooled gene frequencies from mice from the same cell type and condition. Blue and orange represent WT and TET2-KO mice, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

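RNA of sorted peritoneal B cells from WT and TET2-KO mice was measured in 21 libraries: B-1a cells from 4 WT and 4 TET2-KO mice, B-1b cells from 4 WT and 3 TET2-KO mice, and B-2 cells from 2 WT and 4 TET2-KO mice. The condition of each library was taken from its deposited label. The authors' files hold, for each library, the number of fragments counted on each of 56953 genes, as whole numbers without normalization or filtering. The authors trimmed reads with fastp at default settings, aligned them to GRCm39 with STAR, and counted fragments with featureCounts on GENCODE vM32, unstranded and without fragments that align to several places or overlap several genes. The paper and the sample labels describe the library preparation differently, as amplified full-length cDNA from total RNA and as poly-T selected, random-primed mRNA. Of the gene identifiers, 56310 were given a symbol from GENCODE vM39, and 643 were left without one. Total counts per library ranged from 9667187 to 24152518, with a median of 17425219. Of 210 pairs of libraries, 0 held identical counts.

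Genes were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): TMM normalization, the default filter on low counts by group (filterByExpr), robust quasi-likelihood fits, and Benjamini-Hochberg adjustment at 0.05. B-1a, B-1b and B-2 libraries were fitted separately, and the difference between the B-1a and B-1b effects was tested as an interaction in a fit of both subsets. Gene families were taken by symbol: heavy chain V (183 genes in the files), kappa chain V (160), olfactory receptors, GABA-A, glutamate, glycine and nicotinic receptors (synaptic receptors), and potassium channels. They were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. The pathway analysis of the paper was not repeated, since no gene ontology annotation was used here. Shares of isotypes, light chains, V families and J genes were computed per library as percent of the counts on the respective genes, with 95% Wilson intervals, and compared by a two-sided exact permutation test of the difference in means, adjusted over the families of a subset. With 4 libraries against 4 the smallest p is 0.0286, and with 4 against 3 it is 0.0571, so the test cannot reach 0.05 in B-1b cells. J shares were computed only where each library had at least 100 Ighj counts, and the smallest number was 112. CDR3 sequences, V-J pairs and D genes were left out, because they need the reads. Flow cytometry and ELISA results have no deposited files.

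The methods were tested on simulated counts before they were applied, with the numbers of libraries and the spread of the real data. Named genes are Tet2, the genes the paper names in its text and figures, as a list or singly where the text is about them, the immunoglobulin constant genes, and per comparison at most 5 rising and 5 falling genes with the largest log2 fold change among those with an adjusted p under 0.05 and with every TET2-KO library on one side of every WT library. Fold changes against a group with at most 3 counts in every library were treated as bounds.

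The alternatives chosen before the data were examined were DESeq2 1.42.0 on all genes, no filter on low counts, at least 10 counts in every library, DESeq2's size factors (RLE) in edgeR, TMM without immunoglobulin genes, counts thinned to the smallest library, an absolute log2 fold change over 1, all B-1a and B-1b groups in one fit, the replicate number as a block, each library left out in turn, fry and an estimated correlation, counts divided by gene length, counts pooled over mice, Ighv counts thinned to 9243 per library, and the inverse Simpson index. The comparisons without the libraries labelled WT 1 and WT 2 and with the vomeronasal receptor rate of each library as a covariate were added after the values had been seen, as was the fit of both subsets with the libraries of a genotype that share a number as a block. A subset profile was built from the 200 genes that best separate the subsets among TET2-KO libraries, of which 173 were left without immunoglobulin genes. A position between B-1 and B-2 libraries was computed from 35 genes with at least 20 CPM in TET2-KO B-2 libraries and at least 4 times the level of TET2-KO B-1 libraries. The reverse position was computed from 28 genes with at least 20 CPM in the TET2-KO libraries of both B-1 subsets and at least 4 times the level of TET2-KO B-2 libraries. Positions between B-1a and B-1b libraries were computed from 23 genes higher in B-1a and 32 higher in B-1b libraries, with at least 10 CPM, at least 2 times the level of the other subset and every TET2-KO library of one subset above every one of the other. V genes were matched to their 5 nearest genes in length and GC content. Marker lists for erythroid cells (7 of 8 genes matched), macrophages (14), dendritic cells (8), T cells (8), B-2 cells (6), B-1 cells (8), plasma cells (6) and proliferation (8) were written before the data were examined. Tables were handled with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.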

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

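The tests of sample labels, mixture, sex, sequencing batch, clone and paralogs, and the comparisons of V genes with WT 3 and WT 4 alone or WT 2 alone, were chosen after the results were seen, as was the test of V gene families between subsets, while the other tests were set down before their results. Among 115 groups of 4 libraries, 19 held a library far from the other 3, where 5.75 are expected by chance.

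A first group of such libraries carries the labels WT 1 and WT 2. In the B-1a library labelled WT 1, Ighm held 83.1% of heavy chain constant counts (96.3 to 98.0% in the other WT libraries), Ighd 16.7% (0.713 to 1.75%), and Fcer2a was at 694 CPM (15.8 to 25.6). In the B-1a library labelled WT 2, the Ighg genes held 2.52% (0.188 to 0.562%). In the B-1b library labelled WT 1, V_H_11 held 21.4% of Ighv counts (1.16 to 2.81%), V_H_12 32.97% (1.23 to 4.82%), V_K_4 40.6% of Igkv counts (11.0 to 14.2%), V_K_14 18.7% (5.29 to 6.15%) and J_H_1 66.2% of Ighj counts (34.9 to 37.5%). There the effective number of V_K_ genes, the exponential of the Shannon entropy of their shares, was 16.7 (47.0 to 52.4), Cd5 was at 14.0 CPM (2.08 to 2.78) and Ighm at 28801 normalized CPM (16297 to 17477). In the B-1b library labelled WT 2, Ighd held 12.6% (0.849 to 2.16%) and Fcer2a was at 519 CPM (13.0 to 76.1). The paper does not report on subset profiles. Over the profile genes, 5 libraries, those labelled WT 1 or WT 2, correlated best with another subset than their own (r = 0.89 of the B-1a library labelled WT 1 with B-2, 0.81 of the B-1b library labelled WT 1 with B-1a, 0.85 of the B-2 library labelled WT 1 with B-1b, 0.39 of the B-1a library labelled WT 2 with B-1b, and 0.88 of the B-1b library labelled WT 2 with B-2, across 173 genes that are not independent replicates). Xist was at 28.9 and 94.2 CPM in the B-1a libraries labelled WT 1 and WT 2, and at most at 1.76 in the others. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had 1 and 2 counts in these libraries and 2328 to 3861 in every other, so the 2 libraries look like those of female mice. The paper does not report these genes.

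A candidate explanation is that these 5 libraries carry the label of another sample. A mixture of subsets in a sort stays open for the B-1a library labelled WT 1, as one of B-2 with B-1b cells, and for the B-1b library labelled WT 2. On the scale from B-1 libraries (0) to B-2 libraries (100), they lay at 52.8 and 57.6, while the libraries labelled B-2, apart from WT 1, lay at 79.4 to 134.9. On genes high in both B-1 subsets, from B-2 libraries (0) to B-1 libraries (100), they lay at -2.83 and 10.4, against -4.78 to 3.95 in those B-2 libraries and 47.8 to 102.4 in the B-1b libraries not labelled WT 1 or WT 2, so the scales do not agree. The genes of the first scale include the vomeronasal receptor gene Vmn2r76. They were chosen on B-2 libraries with 270 to 1999 CPM of olfactory receptor genes. The B-1a library labelled WT 1 and the B-1b library labelled WT 2 held 7.33 and 6.39. Whether low background lowers their position on that scale was not tested. For 4 libraries, all but the B-1b library labelled WT 2, the genes of the subset on the label argue against a mixture with cells of that subset. The B-2 library labelled WT 1 lay at -1.36 on the first scale, with Fcer2a at 20.2 CPM (669 to 877 in the other B-2 libraries). On a scale from B-1b (0) to B-1a libraries (100), the B-1a libraries labelled WT 1 and WT 2 lay at -22.9 and -18.6 (75.1 to 131.8 in the B-1a libraries not labelled WT 1 or WT 2), and on the scale from B-1a (0) to B-1b libraries (100), the B-1b library labelled WT 1 lay at -2.96 (87.5 to 119.3 in the B-1b libraries not labelled WT 1 or WT 2). On the genes of the B-1 subset they resembled, the B-2 library labelled WT 1, the B-1a library labelled WT 2 and the B-1b library labelled WT 1 lay at 50.3, 66.1 and 27.0, below the other libraries of that subset, and the reason was not tested. Neither the order of the samples nor their genotype can be recovered from these values, and no library was reassigned. A biological difference between the mice was not tested.

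A second group concerns TET2-KO libraries of B-1a cells. In TET2-KO 2, V_H_12 held 69.3% of Ighv counts (2.47 to 6.98% in the other TET2-KO libraries), J_H_1 48.3% (72.0 to 73.7%) and J_H_4 41.6% (18.9 to 21.2%). That the other TET2-KO libraries lay below the highest WT share, 14.8%, while 69.3% of Ighv counts lay on Ighv12-3 here, would be consistent with an expanded clone in this mouse. Fragments shared between paralogs stay open: all V_H_12 counts of this library (100%) lay on Ighv12-3, but so did at least 99.8% in every B-1a library, so this decides nothing. In the B-1b library TET2-KO 2, V_H_12 held 20.7% (4.55 and 5.65% in the other TET2-KO B-1b libraries), and it is not stated whether the number marks the same mouse. Clones cannot be told from counts per gene, so this is a hypothesis. Hbb-bs was at 9.68 normalized CPM in TET2-KO 1 (0.725 to 1.16), and Cd5 at 23.3 CPM in TET2-KO 4 (16.7 to 17.6). No explanation was tested for these last values.

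The effects of TET2 loss on V genes differed between subsets, with a median difference of -1.94 over heavy chain and -1.60 over kappa chain V genes, B-1a minus B-1b. Neither difference passed under fry without the libraries labelled WT 1 and WT 2, while both did with an estimated correlation. For the lower V genes in B-1a cells themselves, several technical explanations were weighed. With immunoglobulin genes left out of the library sizes, the median over heavy chain V genes was -2.68, and with counts thinned to the smallest library -2.66 (-2.655), which argues against scaling and depth. Genes matched to heavy chain V genes in length and GC content had a median of 0.052, which argues against these as a cause. The medians without the libraries labelled WT 1 and WT 2 were -1.89 over heavy chain and -1.61 over kappa chain V genes. This argues against wrong labels of these libraries, or the Xist difference between them and the others, as the whole cause, though not as a part of it. A share of B-2 cells in the WT sorts might add V genes. Over all libraries, the 6 genes of the B-2 list fell with a median log2 fold change of -1.79, 5 of them lower, from -4.31 for Fcer2a to 0.12 for Klf2, as such a share predicts. Against WT 3 and WT 4 alone, their median was -0.48, and the share of B-2 cells that Fcer2a allows there, 1.88%, would give a median of -0.089 over heavy chain V genes against -1.79 observed, which argues against this cause for those libraries. In the library labelled WT 2, Fcer2a allows a share of 0.691% and Cr2 one of 9.91%, and the latter would give a median of -0.417 against -2.78 observed, which argues against this cause there too. It stays open for the library labelled WT 1, where Fcer2a, Cr2 and Ighd give shares of 87.9 to 92.6%. The effective number of V_H_ genes was 43.6 ± 19.7 in WT and 7.99 ± 4.19 in TET2-KO B-1a libraries (SD). The difference was -19.1 without the libraries labelled WT 1 and WT 2. Counts thus lay on fewer V_H_ genes in TET2-KO libraries. Whether such a difference between the repertoires of the mice comes from TET2 loss or from litters stays open and was not tested.

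Other splits of the same libraries were compared with the real one. In B-1a cells, the real split was the only one (1 of 35) to give as many genes at an adjusted p under 0.05, as large a median over heavy chain V genes (1 of 35) or over kappa chain V genes (1 of 35). As many genes at an unadjusted p under 0.05 came from 4 of 35 splits, a count taken after the results were seen, and the most, 1410 against 1093, with WT 1, WT 2, TET2-KO 1 and TET2-KO 3 in one group. For olfactory and for synaptic receptor genes, 5 of 35 splits each gave a median as large, and the largest medians kept the libraries labelled WT 1 and WT 2 in one group. In B-1b cells, all 35 of 35 splits gave at least 0 genes, 8 of 35 as many genes at an unadjusted p under 0.05, 2 of 35 as large a median over heavy chain and 2 of 35 over kappa chain V genes, 8 of 35 over olfactory, 15 of 35 over synaptic receptor and 12 of 35 over potassium channel genes. For the interaction, 100 of 100 splits drawn gave at least 0 genes, and 90 of 100 as many at an unadjusted p under 0.05.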

How the results depend on the processing

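The comparisons without the libraries labelled WT 1 and WT 2, with the vomeronasal receptor rate as a covariate, and with a block within genotype were chosen after the results were seen. Over the main results and all alternatives other than single libraries left out, 178 values kept their direction and side of the threshold or, without a test, moved by less than the spread between replicates, 18 moved further, 16 became weaker and 7 reversed. For single named genes, 121 stayed the same, 16 became weaker and 3 stronger.

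With DESeq2, 191 genes passed in B-1a cells, 52 in B-1b cells, 1 in the interaction and 162 in B-2 cells, against 7, 0, 0 and 0 with edgeR, where 1093, 787, 250 and 1754 genes had an unadjusted p under 0.05. All 7 genes of B-1a cells were shared. Without a filter on low counts, the numbers were 318 (6 shared), 131, 144 and 167. These settings test more genes with low counts, and the median log2 fold change of all genes moved in B-1a cells from 0.02 to 0.27 with DESeq2 and 0.23 without the filter, and in B-2 cells from 0.18 to 0.86 and 1.18. On simulated counts without differences, edgeR called 0 genes in each comparison and DESeq2 17 in B-1a, 27 in B-1b and 3 in the interaction. With true differences in 260 genes, edgeR called 152 genes at the numbers of B-1a libraries, 8 of them false. DESeq2 called 224 there, 46 of them false. Each setting was simulated a single time, on genes that passed the filter, with dispersions estimated by edgeR. No simulated library deviated like those labelled WT 1 and WT 2. DESeq2 was run on all genes of the real counts, so these numbers do not measure its false calls there. With RLE size factors, TMM without immunoglobulin genes, or at least 10 counts in every library, 7 genes passed in B-1a cells, and with thinned counts 6. One fit of all B-1 groups gave 78 genes in B-1a cells (7 shared), and the replicate block 48 (5 shared). The replicate numbers do not pair WT with TET2-KO libraries of B-1 cells, where correlations within replicate numbers lay between -0.14 and 0.16. With the B-1a and B-1b libraries of a genotype that share a number as a block, 1 gene passed in the interaction (353 unadjusted), and the calls for V genes between subsets did not change under fry (medians -1.66 and -1.54). The deviations of such libraries from their group means correlated at 0.20 to 0.37 in the 4 WT and 0.073 to 0.12 in the 3 TET2-KO cases. The libraries labelled WT 1 and WT 2 of B-1a and B-1b cells do not come from the same mouse by their Y-linked genes (1 and 2 counts against 2502 and 2897). The cause of these changes was not tested.

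Under fry and under an estimated correlation, the calls for olfactory (1.24) and synaptic receptor genes (1.04) in B-1a cells, and for kappa chain V (-0.82), olfactory (1.16) and synaptic receptor genes (0.87) in B-1b cells, no longer passed, with the same medians. With the vomeronasal receptor rate as a covariate, 3 genes passed in B-1a cells (2 shared), the medians were -0.20 for olfactory and 0.16 for synaptic receptor genes in B-1a cells, 0.15 and 0.092 in B-1b cells, and the Tet2 log2 fold change in B-1b cells was -0.051. With it, 27 of 39 olfactory receptor genes were lower in B-1a cells, a call in the opposite direction (camera adjusted p = 7.82e-04). Without the libraries labelled WT 1 and WT 2, 0 genes passed in B-1a cells (485 unadjusted), with fewer libraries. The Tet2 log2 fold changes were -0.054 in B-1a and -0.088 in B-1b cells, and the medians 0.28 for olfactory and 0.055 for synaptic receptor genes in B-1a cells, and -0.10 and 0.10 in B-1b cells. The differences were -19.1 for the effective number of V_H_ genes in B-1a cells, and in B-1b cells -1.01 percentage points for Ighg, -0.51 for Igha and 4.11 for lambda. Differences also changed sign within the spread between replicates, for Ighm, Ighd, Ighg, V_H_1 and J_H_4 in B-1a cells and for Ighd, V_H_12, V_K_4 and J_H_4 in B-1b cells. The cause was not tested. The potassium channel median in B-1b cells was 0.095 without the filter. With counts divided by gene length, the V_H_1 difference in B-1a cells was 0.264 percentage points. The immunoglobulin share difference was then -2.29 percentage points in B-1a and -1.84 in B-1b cells. Pooled counts and thinned Ighv counts changed no call and moved no share by more than that spread.

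With each library left out in turn, the number of genes ranged from 0 to 6 in B-1a cells and stayed at 0 in B-1b cells and the interaction. In B-2 cells it stayed at 0 without each TET2-KO library, and neither WT library was left out, since 1 would remain. The B-1a number was 0 without TET2-KO 2 or TET2-KO 3 (914 and 1034 unadjusted), 1 without the library labelled WT 2, 2 without WT 4 or TET2-KO 4, and 4 without WT 3. The fits with 0 genes held 454 to 1169 genes at an unadjusted p under 0.05 in B-1b cells, 526 to 2570 in B-2 cells and 186 to 575 in the interaction. The synaptic receptor median in B-1b cells ranged from 0.40 to 1.70 and did not pass without the library labelled WT 2 (0.66) or TET2-KO 3 (0.40; adjusted p = 0.0679 and 0.0682 from camera). The potassium channel median ranged from -0.20 without TET2-KO 3, where it passed, to 0.043 without TET2-KO 1. Over the B-1a fits, heavy chain V genes ranged from -3.16 to -2.26, kappa chain V genes from -3.02 to -2.03, olfactory receptor genes from 0.86 to 2.18 and synaptic receptor genes from 0.61 to 1.57, and Tet2 from 0.22 to 0.79. Ighj counts were few, with 112 in the smallest library, the B-2 library TET2-KO 4, and at least 179 in the B-1a and B-1b libraries.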

Differences from the paper's values

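The tests of this part were all chosen before the data were examined, unless stated otherwise. Of 40 values read from the figures of the paper, 11 differ from the values computed from the counts. A value was said to differ when the larger was over 1.5 times the smaller. For shares, the gap also had to exceed the SD of the group, with the libraries labelled WT 1 and WT 2 included. This is a cutoff and not a test, so a value that does not differ is not shown to be equal.

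The paper shows about 30 genes as higher and about 120 as lower in TET2-KO B-1a cells in Supplementary Figure 3A, read by eye, against 1 and 6 from edgeR's quasi-likelihood test. With DESeq2, 43 were higher and 148 lower, and neither differs from the paper's number. Without a filter on low counts, 98 were higher and 220 lower, and both differ, as do all other alternatives set before the data were examined, among them 5 higher and 73 lower in one fit of all B-1 groups. For B-1b cells the paper shows about 10 genes as higher and about 32 as lower in Supplementary Figure 5, read by eye, against 0 and 0 (787 genes at an unadjusted p under 0.05). With DESeq2, 36 were lower, which does not differ, and 16 higher, which does. All other alternatives set before the data were examined differ, among them 54 higher and 77 lower without a filter on low counts.

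For lambda light chains the paper shows about 11% in WT and about 15% in TET2-KO B-1a cells, and about 12% in WT and about 19% in TET2-KO B-1b cells, in Supplementary Figure 9E, read by eye. From counts on constant genes the shares were 27.4, 39.7, 27.7 and 37.2%. None of the alternatives set before the data were examined closed these gaps, with 27.8, 39.2, 28.1 and 37.3% by gene length and 27.0, 42.97, 26.6 and 37.7% from pooled counts.

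For J_H_2 in B-1a cells the paper shows about 27% in WT and about 6% in TET2-KO mice in Supplementary Figure 8E, read by eye, against 9.83 and 2.62% of Ighj counts. None of the alternatives set before the data were examined closed the gap, with 5.46 and 1.41% by gene length and 9.55 and 2.76% from pooled counts. For J_H_3 in TET2-KO B-1a cells the paper shows about 8% in Supplementary Figure 8E, read by eye, against 5.03%. By gene length the share was 5.62%, which does not differ, and from pooled counts 4.82%, which does. The figure counts CDR3 sequences, while Ighj counts leave out fragments that also overlap another gene. The measures are therefore unlike, and these gaps do not show that the figure is wrong.

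Several statements of the paper also differ in direction or call. The paper states an increase of IgM transcripts in TET2-KO B-1a cells, whereas the Ighm share rose by 2.68 percentage points without passing the exact permutation test (p = 0.857) and the log2 fold change of Ighm was -0.40. The measures are unlike. The paper compared proportions of isotypes identified by TRUST4 with a rank test. The share here is of all heavy chain constant counts, tested on means, and the library labelled WT 1, at 83.1%, lowers the WT mean. The log2 fold change is a level and not a proportion. The paper places the constant region on chromosome 14, and the files list Ighm on chromosome 12. Of the genes that the paper's heatmaps and volcano plot name and that did not pass with edgeR, most passed with DESeq2, in all 134 of 155 named in B-1a cells and 33 of 42 in B-1b cells. In Supplementary Figure 8E, J_H_4 is higher in TET2-KO B-1a cells, whereas its share of Ighj counts was 25.6% against 30.6% in WT. Without the libraries labelled WT 1 and WT 2, chosen after seeing the values, it was 3.48 percentage points higher in TET2-KO cells, as in the figure. As for J_H_2 and J_H_3, Ighj counts and the CDR3 sequences of the figure are unlike measures, so this does not contradict the figure. The paper describes greater use of V_H_1 in TET2-KO B-1a cells, where the share was 36.9% against 37.2% in WT. Without the same libraries, this share was 7.54 percentage points higher in TET2-KO cells, in the direction of the paper. The paper states that the impact on gene expression is larger in B-1a than in B-1b cells, and the interaction passed for 0 of 15972 genes (250 unadjusted), while the V gene families differed between the subsets in a test chosen after seeing the values. The interaction passed for 1 gene (353 unadjusted) with a block within genotype, a fit also chosen after seeing the values. The enrichment of synapse and olfactory terms that the paper states for TET2-KO cells was seen in the gene families by camera, but not under fry, and not without the libraries labelled WT 1 and WT 2, a comparison chosen after seeing the values.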

Other observations

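The tests without the libraries labelled WT 1 and WT 2 and with the vomeronasal receptor rate as a covariate in this part were chosen after the results were seen, and the other tests before.

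Olfactory receptor genes had a ratio to vomeronasal receptor genes, in counts per kb, of 0.699 ± 0.241 in WT and 0.918 ± 0.131 in TET2-KO B-1a libraries (SD, n = 4 each, two-sided exact permutation test, p = 0.143), and of 0.710 ± 0.300 (n = 4) and 0.853 ± 0.046 (n = 3) in B-1b libraries (exact permutation p = 0.571). That both families moved together would be consistent with background fragments, from genomic DNA or unspliced RNA, that differ between libraries. With the vomeronasal receptor rate as a covariate, synaptic receptor genes had a median of 0.16 in B-1a cells. Olfactory receptor genes then had a median of -0.20, with 27 of 39 lower (camera adjusted p = 7.82e-04), and vomeronasal receptor genes one of -0.37. Because the covariate turned these 2 families lower, the synaptic receptor value does not decide the source. Since the low counts of olfactory receptor genes were those of the libraries labelled WT 1 and WT 2, and without these libraries their camera adjusted p in B-1a cells was 0.937, a library batch may also be the source. No batch is given in the labels. Background and batch were not separated, and a biological increase of these genes was not excluded.

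Without the libraries labelled WT 1 and WT 2, the Ighm difference in B-1a cells was -1.33 percentage points, so the higher mean in TET2-KO cells could come from the labels of these libraries. Tet2 counts were not lower in TET2-KO libraries, which would be consistent with reads of the exons that the deletion leaves in place, since exons 8 to 10 hold 6.05% of the exonic length.

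The effective number of V_H_ genes was 43.6 ± 19.7 in WT and 7.99 ± 4.19 in TET2-KO B-1a libraries (SD, n = 4 each, two-sided exact permutation test, p = 0.0286, the smallest possible), with 22.4 to 64.03 in WT and 4.67 to 13.7 in TET2-KO libraries. The effective number of V_K_ genes was 36.7 ± 14.2 and 8.62 ± 3.22 (p = 0.0286, same exact test). In B-1b libraries the numbers were 45.8 and 33.2 for V_H_ (exact permutation p = 0.343) and 41.0 and 38.3 for V_K_ genes (exact permutation p = 0.80). The B-1b library labelled WT 1 lowers these WT means, with 17.4 and 16.7. The other WT libraries held 49.0 to 61.8 and 47.0 to 52.4, above the TET2-KO libraries at 28.3 to 41.7 and 34.9 to 40.2. Without the library labelled WT 1, the V_H_ difference in B-1b cells was -22.1 instead of -12.6. That comparison kept the B-1b library labelled WT 2, whose profile correlated best with B-2. Its V_H_ value was the highest, at 61.8 against 55.0 and 49.0 in WT 3 and WT 4, and adds to the difference. The V_H_ difference in B-1a cells was -19.1 without the libraries labelled WT 1 and WT 2, which argues against wrong labels as the whole cause. These numbers describe V genes and not CDR3 sequences.

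Hbb-bs had a log2 fold change of -6.34 in B-1a cells (adjusted p = 0.193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed with DESeq2 (adjusted p = 3.13e-04), and over the alternatives the adjusted p ranged up to 0.998. The 2 libraries labelled WT 1 and WT 2 held 89.1% of the erythroid CPM of the WT B-1a libraries (56.6% in the one labelled WT 1, where 6 of the 7 genes were highest), which would be consistent with red cell RNA in single libraries.

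The marker lists summed to the following ranges of CPM over all 21 libraries. Macrophage genes ranged from 7728 to 33894, with Lyz2 at 4435 to 23944, in every library. B-2 genes ranged from 1265 to 6666, B-1 genes from 1164 to 5076, plasma cell genes from 212 to 501, dendritic cell genes from 16.7 to 120.4, T cell genes from 6.70 to 64.7, proliferation genes from 19.1 to 59.8 and erythroid genes from 0.40 to 1452. B cells also express many genes of the B-1, B-2, plasma cell and proliferation lists. Cd209a and Mgl2 of the dendritic cell list and Hbb-bs of the erythroid list are among the genes the paper picked from these libraries.

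In B-2 cells, which the paper did not analyse, 0 of 19786 genes had an adjusted p under 0.05 between 4 TET2-KO and 2 WT libraries (1754 at an unadjusted p under 0.05). The library labelled WT 1 is 1 of the 2 WT libraries.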
